# FOXO1 pathway activation by VISTA immune checkpoint restrains pulmonary ILC2 functions

**DOI:** 10.1172/JCI184932

**Published:** 2025-01-02

**Authors:** Mohammad Hossein Kazemi, Zahra Momeni-Varposhti, Xin Li, Benjamin P. Hurrell, Yoshihiro Sakano, Stephen Shen, Pedram Shafiei-Jahani, Kei Sakano, Omid Akbari

**Keywords:** Immunology, Inflammation, Allergy, Asthma, Innate immunity

## Abstract

Group 2 innate lymphoid cells (ILC2s) play a pivotal role in the development of airway hyperreactivity (AHR). However, the regulatory mechanisms governing ILC2 function remain inadequately explored. This study uncovers V-domain Ig suppressor of T cell activation (VISTA) as an inhibitory immune checkpoint crucial for modulating ILC2-driven lung inflammation. VISTA is upregulated in activated pulmonary ILC2s and plays a key role in regulating lung inflammation, as VISTA-deficient ILC2s demonstrate increased proliferation and function, resulting in elevated type 2 cytokine production and exacerbation of AHR. Mechanistically, VISTA stimulation activates Forkhead box O1 (FOXO1), leading to modulation of ILC2 proliferation and function. The suppressive effects of FOXO1 on ILC2 effector function were confirmed using FOXO1 inhibitors and activators. Moreover, VISTA-deficient ILC2s exhibit enhanced fatty acid oxidation and oxidative phosphorylation to meet their high energy demands. Therapeutically, VISTA agonist treatment reduces ILC2 function both ex vivo and in vivo, significantly alleviating ILC2-driven AHR. Our murine findings were validated in human ILC2s, whose function was reduced ex vivo by a VISTA agonist, and in a humanized mouse model of ILC2-driven AHR. Our studies unravel VISTA as an immune checkpoint for ILC2 regulation via the FOXO1 pathway, presenting potential therapeutic strategies for allergic asthma by modulating ILC2 responses.

## Abstract 2

VISTA regulates ILC2 function via the FOXO1 pathway. VISTA agonists reduce ILC2-driven airway hyperreactivity, indicating potential therapy for allergic asthma.

## Introduction

Allergic asthma is a respiratory condition characterized by airway hyperreactivity (AHR), inflammation, and remodeling (1). Recent discoveries have shed light on the pivotal contributions of innate immune cells, particularly group 2 innate lymphoid cells (ILC2s). ILC2s are key orchestrators of type 2 immune responses, involved in initiating and perpetuating AHR independently of the adaptive immune system (2, 3). ILC2s are the predominant ILC population in the lungs at steady state and possess a unique ability to rapidly respond to danger signals, such as interleukin-25 (IL-25), IL-33, and thymic stromal lymphopoietin (TSLP), by producing type 2 cytokines including IL-5 and IL-13 (3). This immediate response leads to the recruitment of eosinophils to the airways and the development of AHR, hallmark features of allergic asthma (3, 4).

Despite similarities between ILC2s and Th2 cells in their effector function, the regulatory mechanisms governing ILC2 function, particularly in the context of allergic AHR, are yet to be fully investigated. Recent advances unraveled the complex regulatory networks governing ILC2 function (4). Understanding these regulatory networks is crucial for developing targeted therapies to modulate their function and improve asthma management. In this context, immune checkpoints play critical roles in fine-tuning immune responses and maintaining immune homeostasis. Several immune checkpoints have been identified to regulate ILC2 responses through various mechanisms (3, 5–8).

V-domain Ig suppressor of T cell activation (VISTA), also known as PD-1H, is a novel inhibitory immune checkpoint that has garnered significant attention for its multifaceted roles in immune regulation (9). VISTA is a member of the B7 family exhibiting structural and functional similarities to PD-1 but has distinct signaling pathways and a non-redundant effect on immune cells (10). VISTA intracellular domain contains a conserved Src homology 2 (SH2) binding motif and SH3 binding domains, which may serve as potential sites for initiating downstream signaling cascades (9, 11). VISTA was initially identified on naive T lymphocytes as a critical checkpoint regulator in maintaining peripheral T cell tolerance (9). While VISTA ligands are not yet fully characterized, recent studies showed that V-set and immunoglobulin domain containing 3 (VSIG3) and CD162 can bind to VISTA (12, 13). Among these two, only VSIG3 binds to VISTA at the physiological pH (13, 14), as a recent report shows that VSIG3 binding to T cells via VISTA inhibits proliferation and effector function (12). Further evidence has implicated VISTA in modulating immune responses beyond T cell regulation. VISTA expression on various myeloid and lymphoid cells reprograms these cells toward an antiinflammatory phenotype, thereby dampening excessive immune responses and promoting immune tolerance (11, 15, 16). Genetic deletion or blocking of VISTA has been associated with various autoimmune and inflammatory conditions (9, 17–19). Conversely, agonist anti-VISTA monoclonal antibodies have shown promise in attenuating immune responses and alleviating the severity of inflammatory diseases (17, 20). However, the role of VISTA in innate lymphoid cells had not been investigated yet.

In this study, we uncover the regulatory role of VISTA in lung ILC2 function and its potential as a therapeutic target to modulate ILC2-mediated AHR and lung inflammation. We observed that naive pulmonary ILC2s express VISTA, and this expression is increased following activation. Notably, ILC2s lacking VISTA demonstrate increased proliferation, activation, and type 2 cytokine production, accompanied by an increase in metabolic pathways such as tricarboxylic acid (TCA) cycle, fatty acid oxidation (FAO), and oxidative phosphorylation (OXPHOS), resulting in greater oxygen consumption. This hyperactivation of ILC2s exacerbates ILC2-driven AHR and lung inflammation in VISTA-deficient mice. We validated the impact of VISTA deficiency solely on ILC2s through experiments using an adoptive transfer model. Conversely, treatment with a VISTA agonist suppresses ILC2 proliferation and effector function, alleviating AHR and lung inflammation in models of ILC2-dependent AHR. Mechanistically, VISTA activation upregulates Forkhead box O1 (FOXO1) transcription factor and reduces both canonical and non-canonical NF-κB signaling, which reduces ILC2 responses. Treatment of ILC2s with a FOXO1 inhibitor enhances ILC2 activity. Conversely, a FOXO1 activator potently suppresses ILC2 effector function. In a translational approach, we confirmed VISTA expression on human ILC2s and showed that agonizing VISTA in human ILC2s reduces ILC2 function ex vivo and also in a humanized mouse model of ILC2-driven AHR.

Collectively, our findings introduce VISTA as an immune checkpoint for ILC2 regulation, acting through the FOXO1 pathway. Understanding the intricate interplay between immune checkpoints and ILC2 responses holds promise for unraveling the pathogenesis of allergic asthma and developing targeted immunotherapies.

## Results

### VISTA is induced in pulmonary ILC2s upon activation.

First, we investigated VISTA expression on pulmonary ILC2s. We analyzed the transcriptomic level of the VISTA-encoding gene (*Vsir*) using single-cell RNA sequencing of pulmonary ILC2s isolated from mice challenged with 3 doses of intranasal recombinant mouse IL-33 (rmIL-33) or PBS (Figure 1A) (21). Although a scattered population of naive ILC2s (nILC2s) expressed *Vsir*, a substantial proportion of IL-33–activated ILC2s (aILC2s) showed *Vsir* expression (Figure 1B), indicating inducible VISTA expression at the transcriptome level in aILC2s. We ranked naive and activated ILC2s based on *Vsir* expression, from *Vsir^lo^* to *Vsir^hi^* populations, and compared the transcript levels of Th2/ILC2-related genes in them (Figure 1C). As expected, the expression levels of ILC2 markers were markedly lower in the naive state than in the activated ILC2s. However, in both naive and activated populations, ILC2 activation markers (21) such as *Il5*, *Il6*, *Il9*, *Il13*, *Gata3*, *Csf2*, *Areg*, and *Klrg1* were enriched as the *Vsir* expression decreased (Figure 1C). We next divided activated ILC2s, based on *Vsir* expression, into *Vsir^lo^* and *Vsir^hi^* populations and compared the transcript levels of Th2/ILC2-related genes in these 2 populations (Figure 1D). Notably, ILC2 activation markers as well as *Mki67*, encoding the proliferative marker Ki67, were enriched in *Vsir^lo^* aILC2s (Figure 1D). We also checked the most upregulated genes in *Vsir^hi^* populations and found no Th2/ILC2-related genes in this group (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI184932DS1). To confirm the inducible expression of VISTA at the protein level, we intranasally administered rmIL-33 and PBS to wild-type (WT) mice for 3 days. Pulmonary ILC2s (live CD45^+^, Lineage^–^, CD127^+^, and ST2^+^ cells) were analyzed via flow cytometry (Supplemental Figure 1, A and B). Although ILC2s showed a basal expression of VISTA in mice receiving PBS, it was significantly upregulated in mice challenged with IL-33 (Figure 1E). We next compared the VISTA expression in ILC2s, eosinophils, and CD4^+^ T cells in our AHR model and found that activated ILC2s expressed higher levels of VISTA protein compared with other subsets (Supplemental Figure 1C). To study the kinetics of VISTA expression on ILC2s following ex vivo activation with rmIL-33, pulmonary nILC2s were cultured ex vivo with or without rmIL-33 for 72 hours (Figure 1F). IL-33 activation progressively increased VISTA expression on aILC2s (Figure 1G). These results suggest that VISTA is inducible at both transcriptome and protein levels in pulmonary ILC2s.

### VISTA deficiency unleashes pulmonary ILC2 effector function.

Given the association between VISTA deficiency and multiple inflammatory diseases (9, 11, 17), we investigated the potential role of VISTA in regulating ILC2 effector function, using VISTA-deficient mice. First, we confirmed that VISTA-deficient mice did not express VISTA at the protein level (Supplemental Figure 1D). Next, we compared the number of ILC2s, activation and proliferation markers, cytokine levels, and lung histology between VISTA-deficient and WT mice at steady state. Both groups exhibited comparable ILC2 numbers and similar levels of ILC2 activation and proliferation, with no differences in lung epithelial thickness (Supplemental Figure 2, A–G). Cohorts of WT and VISTA-deficient mice were intranasally challenged with rmIL-33 or PBS for 3 days (Figure 2A). Freshly isolated pulmonary ILC2s were then analyzed for GATA-3, the key transcription factor regulating ILC2 maintenance and function, Ki67, a marker of cell proliferation, and intracellular IL-5 and IL-13 as ILC2 effector cytokines. While WT and *Vsir^–/–^* ILC2s exhibited comparable GATA-3 and Ki67 expression at steady state, we observed a significant increase in both GATA-3 and Ki67 across in vivo–activated *Vsir^–/–^* ILC2s, compared with their WT counterparts (Figure 2, B and C). The frequency of IL-13^+^ nILC2s was similar between WT and VISTA-deficient mice; however, the percentage of IL-13^+^ aILC2s was significantly higher in mice lacking VISTA compared with WT controls (Figure 2D). Interestingly, the frequency of IL-5^+^ ILC2s was also remarkably elevated in VISTA-deficient mice compared with WT controls (Figure 2D). To assess the role of VISTA in the cytokine production capacity of ILC2s, pure populations of pulmonary aILC2s were FACS-sorted from WT and VISTA-deficient mice and cultured ex vivo with rmIL-2 and rmIL-7 for 24 hours (Figure 2E). We found that *Vsir^–/–^* ILC2s secreted significantly higher levels of IL-5, IL-6, and IL-13 compared with WT ILC2s in the culture supernatants (Figure 2F). To confirm the findings from VISTA-deficient mice, we blocked VISTA on WT ILC2s using a well-documented VISTA antagonist antibody (13F3) (19). Preliminary apoptosis assays evaluating 13F3 toxicity showed no harmful effects on ILC2s (Supplemental Figure 2H). Interestingly, blocking VISTA in WT ILC2s elevated the GATA-3 and Ki67 levels, and increased the secretion of type 2 cytokines (Supplemental Figure 2, I–L). Collectively, these findings demonstrate that deficiency or blocking of VISTA unleashes ILC2 effector function ex vivo, underscoring its critical role in ILC2 regulation.

### Lack of VISTA exacerbates ILC2-mediated AHR and lung inflammation.

Given the pivotal role of ILC2s in the development and progression of AHR and pulmonary inflammation (3, 4), we next evaluated the impact of VISTA deficiency on IL-33–induced AHR and lung inflammation. WT and VISTA-deficient mice were challenged with intranasal rmIL-33 for 3 days, followed by lung function testing with methacholine on day 4. After euthanasia, bronchoalveolar lavage (BAL) samples and lungs were collected for flow cytometry and cytokine assays (Figure 3A). We observed a remarkably increased level of lung resistance in mice given IL-33 compared with PBS controls, thereby validating the IL-33–induced AHR model. Notably, mice lacking VISTA exhibited significantly higher lung resistance than WT mice (Figure 3B). Assessment of dynamic compliance revealed reduced elasticity in the lung of mice lacking VISTA compared with WT controls (Figure 3C). Furthermore, the total number of recovered ILC2s from mice lacking VISTA significantly increased in comparison with WT mice (Figure 3D). Analysis of immune cells in BAL samples, as depicted in Supplemental Figure 3A, showed a substantial increase in total CD45^+^ cells — in particular, eosinophils, neutrophils, macrophages, and T cells — in mice lacking VISTA, indicating increased inflammation due to VISTA deficiency (Figure 3E). Macrophages in the BAL fluid were Gr-1^–^, CD11c^+^, CD64^+^, CD88^+^, CD206^+^, CD11b^lo/–^, and MHC-II^lo/–^, consistent with previously reported phenotypic profiles (Supplemental Figure 3A) (22). Interestingly, the activation, proliferation, and function of Th2 cells were not different across WT and VISTA-deficient mice following intranasal IL-33 challenge (Supplemental Figure 3, B–D). Consistent with higher ILC2 numbers in VISTA-deficient mice, elevated levels of IL-5, IL-6, and IL-13 were detected in BAL samples from VISTA-deficient mice compared with WT counterparts (Figure 3F). Histological examination of lung tissue supported these observations, demonstrating increased airway epithelium thickness in VISTA-deficient mice following IL-33 activation compared with WT mice (Supplemental Figure 4, A and B). These observations suggest that VISTA deficiency leads to more severe AHR and lung inflammation. Since VISTA is expressed on various immune cells, we investigated whether deficiency specifically on ILC2s could influence AHR and lung inflammation. To address this, we adoptively transferred WT and *Vsir^–/–^* ILC2s into cohorts of *Rag2^–/–^GC^–/–^* alymphoid mice. Mice were then challenged intranasally with rmIL-33 (Figure 3G). As anticipated, adoptive transfer of WT ILC2s induced AHR, as evidenced by higher lung resistance and lower dynamic compliance, in comparison with non-transferred mice (Figure 3, H and I). Interestingly, however, mice adoptively transferred with *Vsir^–/–^* ILC2s exhibited significantly higher lung resistance and lower dynamic compliance compared with the group receiving WT ILC2s (Figure 3, H and I). The exacerbated lung inflammation in mice with transferred *Vsir^–/–^* ILC2s was evidenced by increased ILC2 numbers in the lung (Figure 3J) with higher Ki67 levels (Supplemental Figure 4C), elevated CD45^+^ cells and eosinophil counts in BAL (Figure 3K), higher levels of IL-5, IL-6, and IL-13 in BAL (Figure 3L), and thicker airway epithelium (Supplemental Figure 4, D and E), in comparison with the control group. To evaluate whether blocking VISTA has the same effect as VISTA deficiency on ILC2-mediated AHR, WT mice were intranasally challenged with rmIL-33 and treated intraperitoneally with anti–VISTA antagonist antibody. Mice receiving the antagonist exhibited significantly higher lung resistance, increased pulmonary ILC2 numbers, and elevated CD45^+^ cells and eosinophils in BAL compared with controls (Supplemental Figure 4, F and G). Additionally, BAL samples from these mice showed increased levels of IL-5, IL-6, and IL-13 compared with controls (Supplemental Figure 4H). These findings underscore that VISTA deficiency or blocking in ILC2 exacerbates ILC2-dependent AHR and airway inflammation.

### VISTA modulates ILC2 activity through the FOXO1 pathway.

Having established the regulatory effects of VISTA on pulmonary ILC2s and ILC2-mediated AHR, we investigated the mechanism by which VISTA influences ILC2 function. To address this, we conducted a transcriptomic analysis using pure populations of activated ILC2s isolated from WT and VISTA-deficient mice (Figure 4A). 

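Group 2 innate lymphoid cells are lymphocytes of the lung that carry no rearranged antigen receptor and answer the alarmin IL-33 with type 2 cytokines. Bulk RNA-Seq libraries of activated ILC2s came from 3 WT and 3 Vsir-/- preparations of mice on a BALB/c background. The labels give intranasal doses of 0.5 µg rmIL-33 on 3 days, isolation on day 4, and 10 pg of RNA per library amplified with a SMARTer kit. They speak both of freshly isolated and of cultured ILC2s, whereas the legend of Figure 4 mentions isolation only. Vsir, the gene of VISTA, lies on chromosome 10 of GRCm38 from 60346851 to 60430294. The 3 WT libraries held 420 counts of Vsir, 6.86 ± 0.465 CPM (counts scaled to library size; SD, n = 3). The 3 Vsir-/- libraries held 2 counts, both in Vsir-/- replicate 2, which is 0.614% of the WT level after scaling by library size (95% exact binomial interval, 0.0741% to 2.23%, for counting error only). Every WT library lay above every Vsir-/- library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow).

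The authors deposited estimated counts per gene, made with Partek 10.0, STAR 2.7.8 and the mm10 genome according to the submitters' processing notes. The totals were 15680892, 29197999 and 16840767 counts in WT replicates 1, 2 and 3 and 15747208, 16638125 and 16197083 in Vsir-/- replicates 1, 2 and 3. A gene at 0 counts could still stand at up to 0.191 CPM in the shallowest library and 0.103 CPM in the deepest, where 3 counts are taken as the limit. Mitochondrial transcripts, whose share can mark damaged cells, made up 0.452% to 0.585% of the counts in WT libraries and 0.334% to 0.553% in Vsir-/- libraries. The counts were rounded to whole numbers, scaled by TMM and tested per gene with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. Gene lists fixed before the data were examined, for pathways and for markers of other cell types, were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 33 lists, and again with an estimated correlation.

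Libraries of the same genotype had Pearson correlations of log2 CPM between 0.986 and 0.992 across genes, and libraries of different genotypes between 0.954 and 0.957. Within WT, the median difference between 2 libraries was smallest for replicates 1 and 2, at 0.0937 on the log2 scale, against 0.143 and 0.186 for the other pairs. In Vsir-/- it was 0.120 for replicates 1 and 2, against 0.176 and 0.161. Replicates 1 and 2 of each genotype also share a number in their labels. Each pair of the same genotype differed by more than the sampling noise (chi-square of 10.6 to 28.0 per degree of freedom), so none is a copy of another and all 6 were kept, though preparations of 1 sample amplified from so little RNA can differ by more than this noise as well. Neither the paper's text nor the labels say whether they came from separate mice, so the p-values measure the spread between these libraries.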

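Vsir-/- aILC2s carried much more transcript than WT aILC2s of Egfr, a receptor of epidermal growth factor and amphiregulin, which went from 0.760 ± 0.384 to 92.4 ± 2.07 CPM (SD, n = 3 per genotype; log2 fold change 7.02, standard error 0.21, adjusted p = 1.77e-08 from edgeR with Benjamini-Hochberg adjustment). Il33, which encodes the alarmin given to the mice, rose from 0.422 ± 0.189 to 22.6 ± 1.40 CPM, and Itgb8, an integrin chain, had a log2 fold change of 6.05. Gstm1, a glutathione transferase whose close family members may share its reads, rose from 36.3 ± 5.99 to 621 ± 15.1 CPM. The transcripts of granzymes A and B, proteases of cytotoxic lymphocytes, fell: Gzma had a log2 fold change of -3.90 and Gzmb of -3.15. Stab2, a scavenger receptor of hyaluronan, fell from 676 ± 24.0 to 87.3 ± 3.08 CPM, and Pcsk1, a prohormone convertase, from 422 ± 36.5 to 62.4 ± 7.59 CPM.

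Of the 13166 genes that passed edgeR's filter on low counts, 5124 (38.9%) differed between the genotypes, 2484 higher and 2640 lower in Vsir-/- aILC2s, and 6221 had an unadjusted p under 0.05. Of the 5124 genes, 2954 changed by over 1.5-fold, and over 4-fold 164 were higher and 175 lower. In 6503 genes (49.4%) the CPM of the 2 genotypes did not overlap, where chance gives 10%. The first principal component held 70.1% of the variance and separated the genotypes, with WT libraries from -41.7 to -40.9 and Vsir-/- libraries from 40.2 to 42.8, and the second held 10.1%. With WT replicate 1 against the 3 Vsir-/- libraries, the only libraries whose label suffix is not S0, 2480 genes were called. With 1 library for each label number, chosen after seeing the data, 3240 genes were called from replicates 1 and 3 and 3216 from replicates 2 and 3.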

As depicted in Figure 4, B and C, we identified 3,223 differentially expressed genes, confirming a distinct transcriptional signature induced by VISTA deficiency. We found that transcripts associated with ILC2/Th2 responses were substantially upregulated in *Vsir^–/–^* ILC2s (Figure 4D). 

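Of the 10 type 2 effector cytokine genes tested, from a list of 12, 9 were higher and 1 was lower in Vsir-/- aILC2s (9 higher and 1 lower when adjusted over the list alone). Il9, a cytokine that acts back on ILC2s and on mast cells, rose from 3.30 ± 1.02 to 365 ± 42.4 CPM (SD, n = 3; log2 fold change 6.81, standard error 0.19, adjusted p = 1.77e-08 from edgeR). Il5, the survival factor of eosinophils, rose from 8246 ± 562 to 15653 ± 1689 CPM (log2 fold change 0.92, standard error 0.10, adjusted p = 3.95e-05), and Il13, which drives mucus production, from 118 ± 64.1 to 342 ± 102 CPM (log2 fold change 1.53, standard error 0.32, adjusted p = 0.00356). Areg, which encodes amphiregulin, had a log2 fold change of 1.48 and Il10 of 1.48, and Il4, named after its value was seen, was the member that fell (log2 fold change -0.78). The 10 genes had a median log2 fold change of 1.20 (camera, adjusted p = 7.59e-13). With an estimated correlation the adjusted p was 0.0732, and 6 of the members are drawn by the study from these libraries, which makes the direction no independent evidence. Without the genes drawn by the study the list was not called (adjusted p = 0.112 from camera).

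Of 29 ILC2 identity and activation genes tested, 7 were higher and 17 lower, with the same counts when adjusted over the list alone and 8 of the genes drawn by the study. The members that rose include Il4ra (log2 fold change 1.75), Ccr4 (1.33), Il2ra (1.13) and Il7r (0.96), which encode receptors of IL-4 and IL-13, of CCL17 and CCL22, of IL-2 and of IL-7. Those that fell include Il17rb (-1.98), the receptor of IL-25, and Nmur1 (-1.63), the receptor of neuromedin U. Arg1, an arginase of ILC2s, fell from 489 ± 49.0 to 161 ± 1.25 CPM. Il1rl1, the receptor of IL-33, which was named after its value was seen, had a log2 fold change of -0.01 (adjusted p = 0.960 from edgeR). Their median was -0.55 (camera, lower, adjusted p = 0.00261, and adjusted p = 0.151 with an estimated correlation). All 12 genes of Figure 4D, which the study chose on these libraries, passed the test, 11 higher and Klrg1, a receptor that marks mature ILC2s, lower (log2 fold change -0.98, 368 ± 15.0 against 187 ± 33.8 CPM).

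Marker genes of other cell types also differed. Of 5 T cell markers tested, some of which ILC2s express, Cd3g (log2 fold change -1.87), Trbc2 (-1.16), Cd3e (-1.12) and Trbc1 (-0.76) were lower and Cd28 was higher (1.18). Of 7 monocyte and dendritic cell markers, Ccr2 (-2.21), Ly6c2 (-1.93), Xcr1 (-0.85) and H2-Ab1 (-0.66) were lower and Cd74 was higher (0.68). Whether ILC2s themselves carry these transcripts was not tested. Of 4 epithelial markers, Epcam (-2.12) and Hopx (-0.64) were lower. Of 4 ILC3 markers, Il22 (from 5.27 ± 1.81 to 59.9 ± 4.99 CPM) and Il1r1 (log2 fold change 1.37) were higher. Trbc1 and Cd74 were named after their values were seen. All 4 lists were called by camera, and none with an estimated correlation, where the adjusted p was 0.343 for epithelial markers and 0.161 for each of the other 3. The call of monocyte and dendritic cell markers was lost without WT replicate 1 (adjusted p = 0.0521 from camera), 2 (0.0514) or 3 (0.0504) or Vsir-/- replicate 1 (0.0855), and that of epithelial markers without WT replicate 2 (0.0531) or Vsir-/- replicate 1 (0.0576). Il1r1 lost its call without Vsir-/- replicate 2 (adjusted p = 0.0537 from edgeR), and Hopx without WT replicate 1 (0.0874) or 2 (0.191) or Vsir-/- replicate 1 (0.103) or 2 (0.149).

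Il9 lies on chromosome 13 of GRCm38 from 56479277 to 56482257. Of the 14 other tested genes that start within 1 Mb of it, 4 rose and 3 fell. Among those that rose are Macroh2a1, a histone H2A variant, and Fbxl21, with log2 fold changes of 3.34 (24.9 ± 2.35 to 252 ± 16.2 CPM) and 4.61 (0.252 ± 0.0560 to 6.45 ± 0.972 CPM). Fbxl21 is the tested gene next to Il9, whereas Tifab, which fell, lies between Macroh2a1 and Il9. Smad5 had a log2 fold change of 0.70 and Ddx46 of 0.38, and those that fell were Tifab (-0.70), Fam193b (-0.60) and B4galt7 (-0.54). The genes within 1 Mb were chosen after the value of Il9 was seen.

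**Figure D1:**
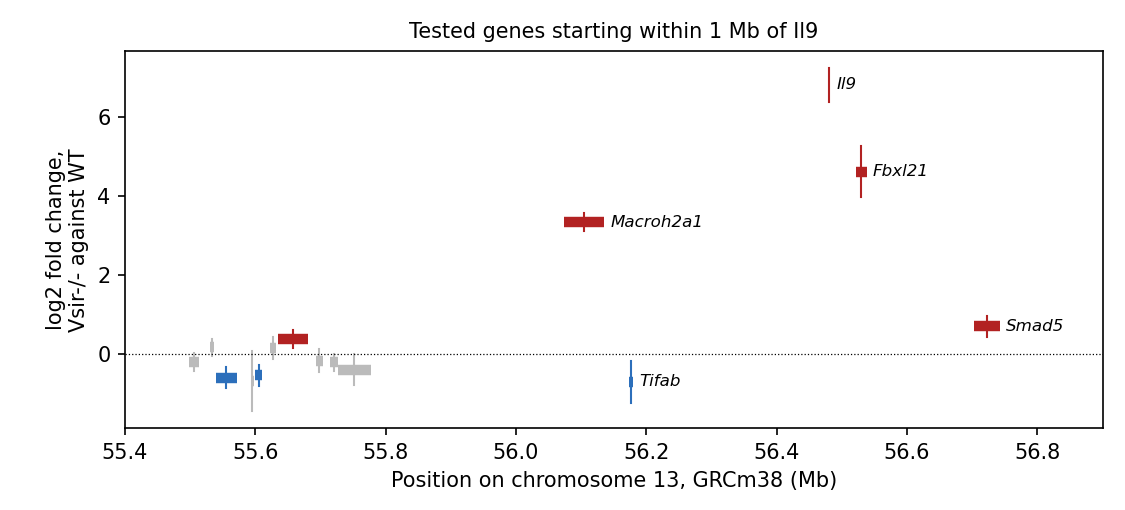
Tested genes that start within 1 Mb of Il9 on chromosome 13 of GRCm38, by position (Mb) and log2 fold change in Vsir-/- against WT aILC2s. Thick bars span each gene, thin lines are 95% confidence intervals, red marks genes that rose, blue genes that fell and grey genes that did not pass the test. Macroh2a1, Il9 and Fbxl21 lie above 3.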

Pathway enrichment analysis further showed that VISTA deficiency resulted it hyperactivation in ILC2s while dampening apoptosis-related gene expression in comparison with WT controls (Figure 4E). 

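In Vsir-/- aILC2s Il6, a cytokine of broad inflammatory action, rose from 0.549 ± 0.252 to 19.5 ± 3.41 CPM (SD, n = 3; log2 fold change 5.13, standard error 0.26, adjusted p = 3.32e-07 from edgeR), and Il24 from 12.3 ± 1.45 to 83.4 ± 8.32 CPM (log2 fold change 2.76). Of 8 chemokine and growth factor genes tested, 6 were higher and none lower (7 higher and 1 lower when adjusted over the list alone), with Hbegf at 1.35 and Vegfa at 1.16 on the log2 scale, and 5 of the 8 are drawn by the study. Their median was 1.16 (camera, adjusted p = 1.75e-04, and adjusted p = 0.0732 with an estimated correlation). Of the 12 tested genes of the inflammation group of Figure 4E, 10 were higher and none lower. Cxcl2, a chemokine for neutrophils, rose from 20 counts in the 3 WT libraries together to 305 in the 3 Vsir-/- libraries (log2 fold change 4.23, and 5.13 without WT replicate 1).

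All 10 genes of the apoptosis group of Figure 4E were lower in Vsir-/- aILC2s. Trp73, a p53 family member, fell from 8.83 ± 1.23 to 0.772 ± 0.366 CPM (log2 fold change -3.51, adjusted p = 8.36e-06 from edgeR), and Casp1 had a log2 fold change of -0.94. These genes were chosen by the study on these libraries, so their count is no independent evidence of direction. In the wider list of 37 apoptosis-promoting genes, which holds these 10, 13 were higher, 12 lower and 12 did not pass (14 higher and 14 lower when adjusted over the list alone). Members that rose include the death receptor gene Tnfrsf10b (log2 fold change 0.96) and Casp6 (0.77), a caspase. The wider list had a median of 0.02 and a mean of -0.10 (camera, lower, adjusted p = 0.900). Of 15 apoptosis-restraining genes, 6 were higher and 2 lower, with the same counts when adjusted over the list alone (median 0.17; camera, adjusted p = 0.167). Bcl2l1 rose from 77.7 ± 6.09 to 167 ± 11.7 CPM and Birc3 had a log2 fold change of 1.27, while Bcl2, an inhibitor of cell death at mitochondria, fell from 102 ± 1.57 to 49.9 ± 1.43 CPM (log2 fold change -1.03, adjusted p = 7.76e-06 from edgeR) and so did Birc5 (-0.64), a gene also of mitosis that was named after its value was seen. Calls of Bad and Cradd in the Figure 4E group were lost when single libraries were left out, Bad (log2 fold change -0.53) without WT replicate 2 (adjusted p = 0.0844 from edgeR), Vsir-/- replicate 1 (0.0716) or Vsir-/- replicate 2 (0.0530), and Cradd (log2 fold change -0.68) without WT replicate 1 (0.118), WT replicate 2 (0.118), Vsir-/- replicate 2 (0.0943) or Vsir-/- replicate 3 (0.102).

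Of 18 immediate early genes, which cells induce within minutes of stimulation or stress, 10 were higher and Fos, named after its value was seen, was lower (log2 fold change -1.14), with 11 higher and 2 lower when adjusted over the list alone. Jun, a subunit of AP-1, had a log2 fold change of 2.31 and Atf3 of 2.61. Of 10 heat shock genes, 8 were higher and none lower, also when adjusted over the list alone, with Hspd1 at 1.23 and Hspe1 at 1.27. Both lists were called by camera (adjusted p = 0.0721 for immediate early genes and adjusted p = 0.0732 for heat shock genes with an estimated correlation).

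**Figure D2:**
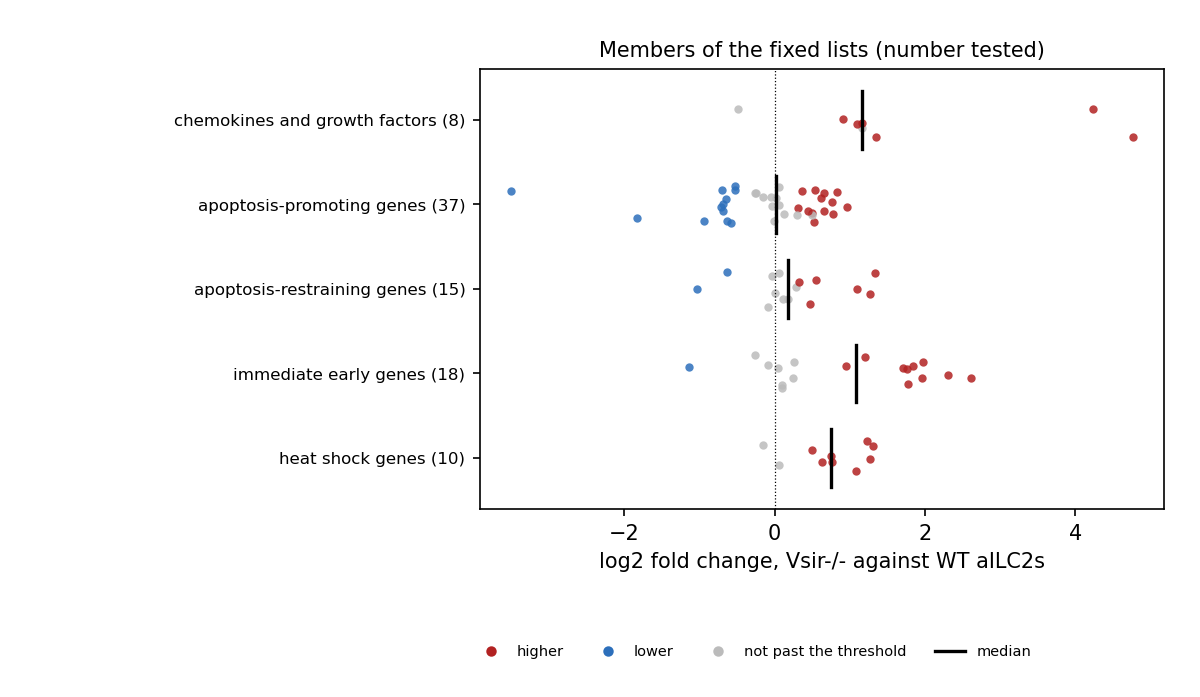
Log2 fold changes in Vsir-/- against WT aILC2s of the tested members of 5 fixed gene lists, 1 point per gene, spread vertically at random. Red and blue points rose or fell at an adjusted p under 0.05 (edgeR), grey points did not pass, and black bars are list medians. The apoptosis-promoting genes lie on both sides of 0; the highest point of the chemokines is Pdgfa, with 3 counts in the WT libraries together.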

To confirm the transcriptome findings on apoptosis-related genes, we assessed the protein levels of caspase-3/7, phosphorylated BAD (p-BAD), and BCL2, and found that the frequency of caspase-3/7^+^ cells and the levels of p-BAD were lower in *Vsir^–/–^* ILC2s compared with their WT counterparts (Supplemental Figure 5, A and B). Furthermore, *Vsir^–/–^* ILC2s exhibited higher expression levels of BCL2 in comparison with WT controls (Supplemental Figure 5C). Together, these results confirm our transcriptome findings that apoptosis is downregulated in the absence of VISTA.

In pursuit of the molecular mechanism behind the ILC2 hyperactivation, we found that the AKT/FOXO1 pathway was remarkably upregulated by the lack of VISTA (Figure 4E). 

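Of 37 genes of PI3K-AKT signalling tested, 8 were higher, 8 lower and 21 did not pass the test in Vsir-/- aILC2s, with the same counts when adjusted over the list alone. Among those that rose are the adaptor gene Irs2, from 261 ± 12.8 to 653 ± 33.0 CPM (SD, n = 3; log2 fold change 1.32, standard error 0.08, adjusted p = 1.13e-06 from edgeR), the exchange factor gene Sos1 (log2 fold change 1.23) and Pik3r1, a regulatory subunit of PI3K (0.58). Among those that fell are Pik3cd, the catalytic subunit that prevails in lymphocytes, from 444 ± 19.8 to 239 ± 24.5 CPM (log2 fold change -0.90) and, named after their values were seen, Pik3r3 (-1.62) and Sgk1 (-0.46). The median log2 fold change of the 37 genes was 0.02 (camera, adjusted p = 0.796), and 15 of them are drawn by the study.

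Of 14 genes of FOXO factors and antagonists of AKT, 1 was higher, 2 were lower and 11 did not pass, also when adjusted over the list alone. Pik3ip1, an inhibitor of PI3K, fell from 7.92 ± 0.511 to 1.81 ± 0.157 CPM (log2 fold change -2.12, adjusted p = 1.08e-05 from edgeR) and Inpp4b, a lipid phosphatase, from 107 ± 16.4 to 37.3 ± 4.65 CPM (log2 fold change -1.52). Ppp2ca, the catalytic subunit of protein phosphatase 2A, rose (0.32). The median of the 14 was -0.10 (camera, adjusted p = 0.380), and 3 of them are drawn by the study. Of the 18 genes of the AKT-FOXO1 group of Figure 4E, 7 were higher, none lower and 11 did not pass, over genes that the study chose on these libraries, so that the count is no independent evidence of direction. The calls of Mtor (log2 fold change 0.38) and Pdk1 (0.35) were each lost without WT replicate 1 (adjusted p = 0.114 and 0.128 from edgeR), WT replicate 2 (0.0872 and 0.129), Vsir-/- replicate 1 (0.112 and 0.146) or Vsir-/- replicate 2 (0.110 and 0.129).

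**Figure D3:**
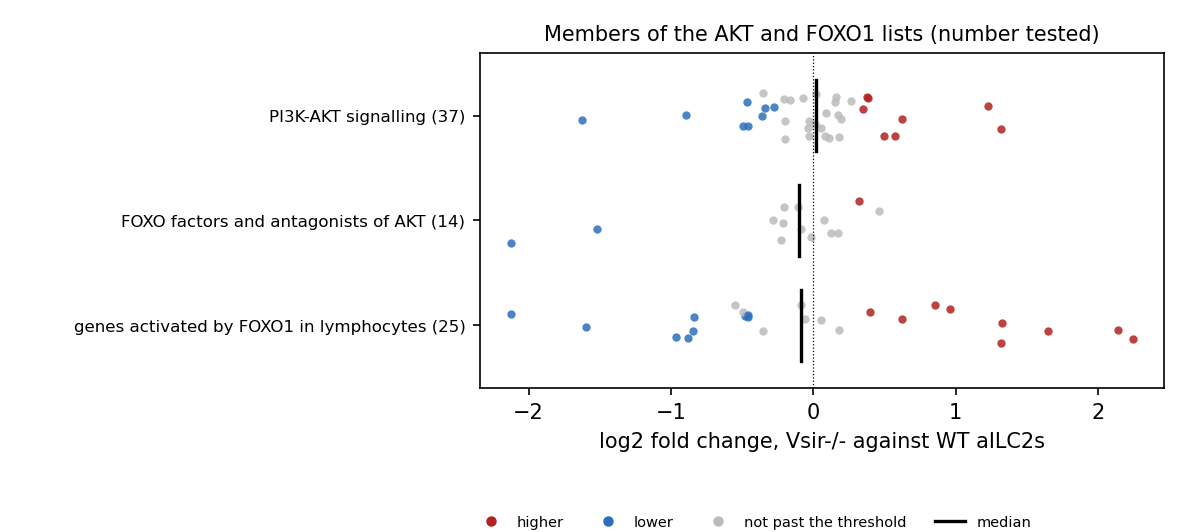
Log2 fold changes in Vsir-/- against WT aILC2s of the tested members of 3 fixed gene lists, 1 point per gene, spread vertically at random. Red and blue points rose or fell at an adjusted p under 0.05 (edgeR), grey points did not pass, and black bars are list medians. Members of each list lie on both sides of 0.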

Previous studies have established that AKT inhibits FOXO1 by promoting its degradation (23, 24). Accordingly, we found upregulation in *Akt* isoforms and other AKT signaling molecules (Figure 4E). On the other hand, we observed a downregulation in *Foxo1* and its activating molecules, such as *Pten* and *Sirt1* (Figure 4E) (23). 

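Akt1 and Akt2 encode AKT kinases. Akt1, on chromosome 12 of GRCm38 from 112653821 to 112674884, stood at 487 ± 133 CPM in WT and 473 ± 151 CPM in Vsir-/- aILC2s (SD, n = 3; log2 fold change -0.04, 95% confidence interval -0.58 to 0.50, adjusted p = 0.915 from edgeR). Its spread lay in replicate 2 of each genotype, at 336 CPM in WT and 299.8 in Vsir-/-, against 538 to 586 and 550.1 to 570.0 in the others. Akt2, on chromosome 7 of GRCm38 from 27591552 to 27640826, was at 154 ± 6.13 CPM in WT and 177 ± 11.4 CPM in Vsir-/-, and every Vsir-/- library lay above every WT library (log2 fold change 0.20, 95% confidence interval 0.01 to 0.38, adjusted p = 0.0956). Of other molecules of the pathway, Ywhag, a 14-3-3 protein, had a log2 fold change of 0.50 (adjusted p = 0.00583 from edgeR) and the focal adhesion kinase gene Ptk2 of 0.62 (adjusted p = 0.00134). Gsk3b was at 0.09 (adjusted p = 0.512), Pik3ca at 0.15 (0.637) and Hras at 0.16 (0.320). Akt2 passed the test without Vsir-/- replicate 3 (log2 fold change 0.27, adjusted p = 0.0343 from edgeR) and with limma voom (0.24, adjusted p = 0.0266).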

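Foxo1, on chromosome 3 of GRCm38 from 52268337 to 52350109, was at 65.3 ± 3.22 CPM in WT and 61.6 ± 2.43 CPM in Vsir-/- aILC2s (SD, n = 3). This is a log2 fold change of -0.08 (standard error 0.09, 95% confidence interval -0.28 to 0.11, adjusted p = 0.498 from edgeR), and the libraries of the 2 genotypes overlapped. Sirt1, a deacetylase of FOXO proteins, on chromosome 10 of GRCm38 from 63319005 to 63339035, was at 17.7 ± 6.07 and 16.3 ± 5.66 CPM (log2 fold change -0.11, 95% confidence interval -0.76 to 0.54, adjusted p = 0.798). Foxo3 and Foxo4, named after their values were seen, had log2 fold changes of -0.02 and 0.46 (adjusted p = 0.955 and 0.410 from edgeR).

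Of 25 genes in the fixed list of genes activated by FOXO1 in lymphocytes, 9 were higher, 9 lower and 7 did not pass the test (10 higher and 9 lower when adjusted over the list alone). Whether each is a target of FOXO1 in ILC2s was not tested. Foxo1 itself is not among them, and 1 member is drawn by the study. S1pr1, the receptor by which lymphocytes leave tissues, rose from 25.7 ± 3.91 to 113 ± 5.78 CPM (log2 fold change 2.14, adjusted p = 5.22e-07 from edgeR), and the homing receptor gene Ccr7 from 56.7 ± 1.13 to 178 ± 9.04 CPM. Cdkn1b, an inhibitor of the cell cycle, and Txnip, a brake on glucose uptake, both named after their values were seen, fell (log2 fold changes -0.96 and -0.88). The 25 genes had a median of -0.09 and a mean of 0.06, and camera ran upward (adjusted p = 0.272). With only genes of a mean of at least 5 CPM, the list of genes activated by FOXO1 in lymphocytes was called higher (adjusted p = 0.0298 from camera on the edgeR fit).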

To further explore the correlation between *Foxo1* and ILC2 activation, we used weighted gene coexpression network analysis (WGCNA). Intriguingly, we found significant negative correlations between *Foxo1* and several markers linked to ILC2 activation and proliferation, including *Gata3*, *Il5*, *Il13*, *Il9*, *Il6*, *Csf2*, *Icos*, and *Mki67* (Figure 4F). 

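Across the 6 libraries, Foxo1 ran from 59.5 to 68.6 CPM, at 62.2, 64.9 and 68.6 in WT replicates 1, 2 and 3 and 61.0, 64.3 and 59.5 in Vsir-/- replicates 1, 2 and 3. Csf2, which encodes GM-CSF, rose in Vsir-/- aILC2s from 216 ± 28.1 to 349 ± 23.8 CPM (SD, n = 3; log2 fold change 0.69, standard error 0.11, adjusted p = 5.31e-04 from edgeR). Gata3, the transcription factor that specifies ILC2s, fell from 1378 ± 92.3 to 789.7 ± 54.0 CPM (log2 fold change -0.80, standard error 0.09, adjusted p = 5.29e-05). Icos, a costimulatory receptor, fell from 463 ± 31.8 to 208 ± 9.97 CPM (log2 fold change -1.16, standard error 0.09, adjusted p = 4.04e-06), and Mki67, which marks dividing cells, from 392 ± 29.3 to 236 ± 37.2 CPM (log2 fold change -0.73, standard error 0.12, adjusted p = 7.13e-04). Of the 46 cell cycle genes tested, 32 were lower and none higher in Vsir-/- aILC2s (34 lower when adjusted over the list alone), 14 did not pass, and 1 is drawn by the study. Ccnb2, a mitotic cyclin, fell from 211 ± 12.3 to 105 ± 5.33 CPM, and E2f2 had a log2 fold change of -0.90 and the centromere gene Cenpa of -0.85, with a list median of -0.37 (camera, adjusted p = 9.91e-07, and adjusted p = 0.0838 with an estimated correlation). Of the 12 genes of Figure 4F, chosen by the study on these libraries, 8 were higher, 3 lower and Foxo1 did not pass the test.

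The libraries fall into 2 clusters of 3 by genotype, and no correlation with Foxo1 is given across or within them. The paper built its coexpression network from these libraries with a soft-thresholding power of 8 and a mergeCutHeight of 0.25. From the negative correlations of Foxo1 with markers of activation, together with the transcripts it assigns to AKT signaling, the paper proposes that VISTA might act on ILC2s through the AKT/FOXO1 pathway.

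**Figure D4:**
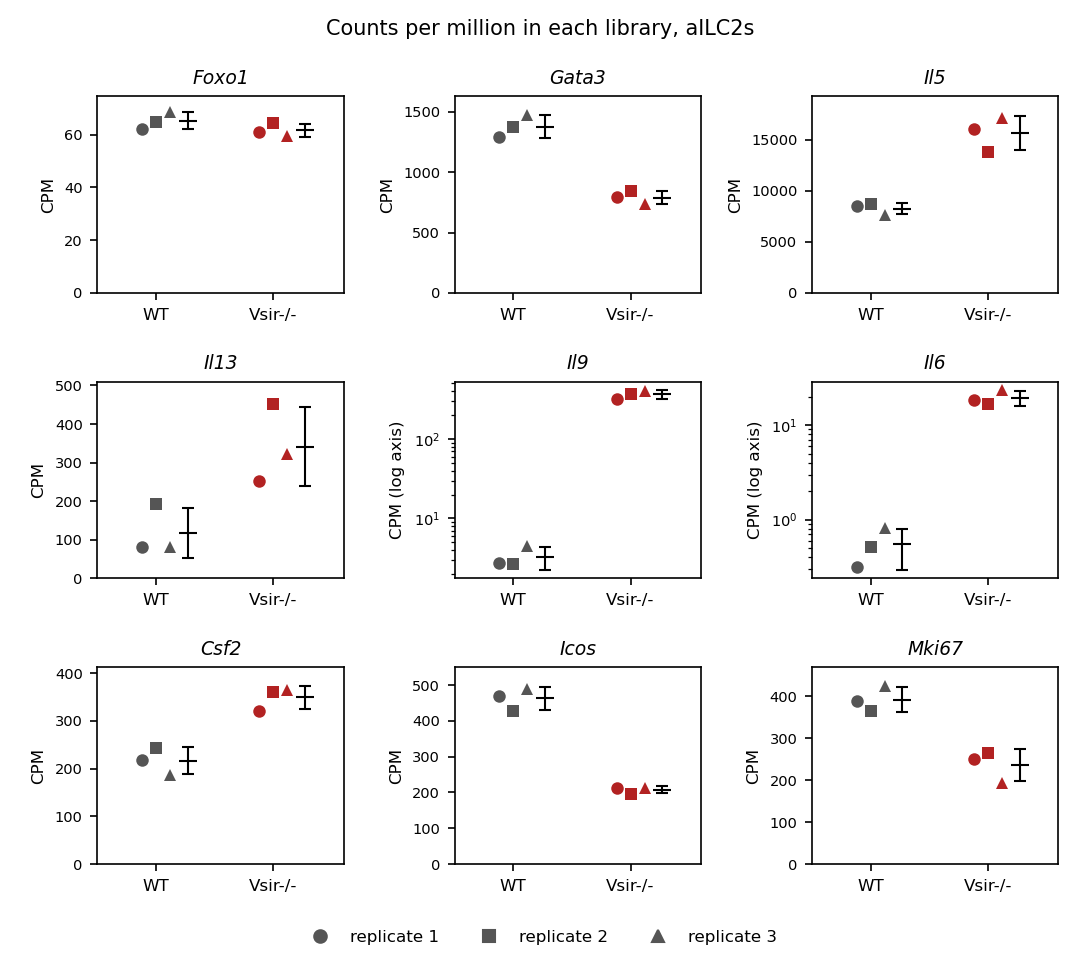
CPM of Foxo1 and of 8 other genes in each library of WT and Vsir-/- aILC2s, with circles, squares and triangles for replicates 1, 2 and 3 and the mean ± SD beside them (n = 3). The axes of Il9 and Il6 are logarithmic and the others start at 0. The genotypes overlap for Foxo1 and are apart for the other 8 genes.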

Based on these insights, we hypothesized that VISTA might exert its regulatory effects on ILC2s through the AKT/FOXO1 pathway (Figure 5A). To test our hypothesis, we examined the phosphorylation of AKT (p-AKT) and FOXO1 protein level in freshly isolated WT and *Vsir^–/–^* ILC2s. VISTA deficiency led to increased p-AKT (Figure 5B) and decreased FOXO1 levels (Figure 5C). To confirm that these effects are mediated by VISTA signaling, we treated WT ILC2s with well-documented anti–VISTA agonist and anti–VISTA antagonist antibodies (MH5A and 13F3, respectively) (17, 19, 20, 25). Preliminary apoptosis assays assessing MH5A toxicity revealed no harmful effects on ILC2s (Supplemental Figure 5D). Consistent with findings in *Vsir^–/–^* ILC2s, blocking VISTA on WT ILC2s elevated p-AKT levels and reduced FOXO1 protein levels (Supplemental Figure 5, E–G). Conversely, VISTA agonist treatment resulted in decreased p-AKT levels and elevated FOXO1 protein levels (Supplemental Figure 5, F and G). These observations indicate that VISTA signaling leads to FOXO1 upregulation in ILC2s, suggesting that VISTA effects on ILC2s might be at least in part through the FOXO1 pathway. To further characterize the downstream effects of the AKT/FOXO1 pathway in ILC2s, we examined the phosphorylation of p65 and p52 proteins, major subunits of canonical and non-canonical NF-κB, respectively, in freshly isolated WT and *Vsir^–/–^* ILC2s. Notably, VISTA deficiency led to increased levels of both p65 and p52 (Figure 5, D and E), suggesting that the role of VISTA via FOXO1 signaling may be linked to both canonical and non-canonical NF-κB signaling. Next, we questioned whether FOXO1 affects ILC2 proliferation and/or effector function. To address this, WT aILC2s were treated with AS1842856, a well-documented FOXO1 inhibitor (26), or vehicle control (Figure 5F). Preliminary assessment of AS1842856 toxicity using apoptosis assays showed no adverse effects on ILC2s (Supplemental Figure 5H). Strikingly, FOXO1 inhibition increased the expression of GATA-3 and Ki67 in comparison with the vehicle control (Figure 5, G and H). In addition, the levels of IL-5, IL-6, and IL-13 in the culture supernatant were elevated following FOXO1 inhibition in ILC2s (Figure 5I). To further confirm the regulatory role of FOXO1 in ILC2s, we used LOM612, known to activate FOXO1 signaling by relocating it to the nucleus (26, 27). WT aILC2s were treated with either LOM612 or vehicle control (Figure 5J). As reported for AS1842856, apoptosis assay showed no toxic effects following treatment of ILC2s with LOM612 (Supplemental Figure 5I). Interestingly, however, FOXO1 activation resulted in downregulation of both GATA-3 and Ki67 in ILC2s compared with vehicle treatment (Figure 5, K and L), accompanied by reduced secretion of IL-5, IL-6, and IL-13 from ILC2s (Figure 5M). In summary, our findings demonstrate that VISTA signaling upregulates FOXO1 and inhibits NF-κB signaling, which in turn suppresses ILC2 effector function.

### VISTA-deficient ILC2s exhibit enhanced metabolic activity.

Previous studies have demonstrated that FOXO1 activation suppresses cellular metabolism, including FAO and OXPHOS in both immune and non-immune cells (28, 29). Since activated ILC2s mainly use FAO and OXPHOS to meet energy demands, we investigated whether VISTA-mediated regulation of FOXO1 impacts ILC2 metabolism. 

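Among nuclear genes of mitochondrial metabolism, most subunits of the respiratory chain did not pass the test between WT and Vsir-/- aILC2s. Of 77 nuclear OXPHOS subunit genes, 6 were higher, 3 lower and 68 did not pass (5 higher and 2 lower when adjusted over the list alone), with 6 of the 77 drawn by the study. Uqcrfs1, the Rieske protein of complex III, rose from 148 ± 12.5 to 207 ± 12.9 CPM (SD, n = 3; log2 fold change 0.48, standard error 0.09, adjusted p = 0.00216 from edgeR), Atp5b, a subunit of ATP synthase, had a log2 fold change of 0.36, and the complex I subunit gene Ndufa3 fell (-0.75), as did Ndufv3 (-0.47) and Atp5e (-0.46), named after their values were seen. The median and mean of the 77 were -0.0028 and -0.02 on the log2 scale and camera ran upward (adjusted p = 0.900). Of 44 respiratory chain assembly factors, 12 were higher, 3 lower and 29 did not pass (10 higher and 3 lower when adjusted over the list alone), with 12 drawn by the study. Sco1 and Sco2, copper chaperones of complex IV, had log2 fold changes of 1.18 (from 19.1 ± 1.38 to 43.3 ± 6.36 CPM) and 0.97, and Chchd4, which imports proteins into the intermembrane space, of 0.98, while Cox20 (-0.85), Tmem126b (-0.46) and Ndufaf3 (-0.42), named after their values were seen, fell. The 44 genes had a median of 0.22 (camera, adjusted p = 0.0449, and adjusted p = 0.729 with an estimated correlation).

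Of 24 genes of the TCA cycle, 5 were higher, 2 lower and 17 did not pass, also when adjusted over the list alone, and 11 are drawn by the study. Idh3a, a subunit of isocitrate dehydrogenase, rose from 225 ± 6.48 to 318 ± 6.21 CPM (log2 fold change 0.49, adjusted p = 5.15e-04 from edgeR), Suclg2, of succinyl-CoA ligase, had a log2 fold change of 0.59, and the cytosolic malate dehydrogenase gene Mdh1 fell (-0.30). Their median was 0.09 (camera, adjusted p = 0.380). Of 37 genes of fatty acid oxidation, 5 were higher, 9 lower and 23 did not pass, also when adjusted over the list alone, with a median of -0.02 and a mean of -0.08 (camera, lower, adjusted p = 0.512) and 7 drawn by the study. The call of the respiratory chain assembly factors was lost without WT replicate 3 (adjusted p = 0.177 from camera), without Vsir-/- replicate 3 (0.160) and without the genes drawn by the study (0.459).

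**Figure D5:**
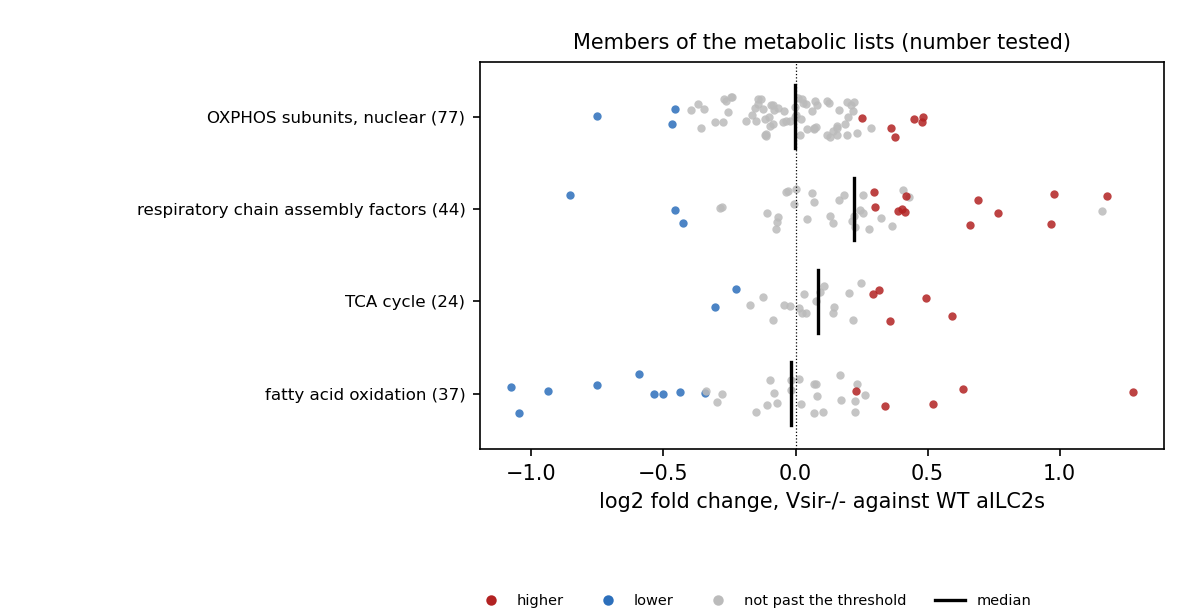
Log2 fold changes in Vsir-/- against WT aILC2s of the tested members of 4 fixed gene lists, 1 point per gene, spread vertically at random. Red and blue points rose or fell at an adjusted p under 0.05 (edgeR), grey points did not pass, and black bars are list medians. Most points are grey and the medians lie between -0.02 and 0.22.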

Pathway analysis of transcriptome data from *Vsir^–/–^* and WT aILC2s revealed that OXPHOS, mitochondrial respirasome, the TCA cycle, and FAO were among the top enriched metabolic pathways, all of which were upregulated in *Vsir^–/–^* ILC2s (Figure 6A). The schematic of FAO and the TCA cycle in Figure 6B illustrates the location and function of enzymes with transcripts listed in Figure 6A. According to the results of Ingenuity Pathway Analysis, higher expression of enzymes involved in FAO can lead to elevated acetyl-CoA production, fueling the TCA cycle to meet the energy demands of ILC2s (Figure 6B). This finding indicates that at the transcriptome level, VISTA deficiency enhances the metabolic pathways primarily used by activated ILC2s for proliferation and effector function. 

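The enzymes of fatty acid oxidation that changed moved in both directions in Vsir-/- aILC2s. Acads, the dehydrogenase of short acyl chains, rose from 14.4 ± 1.96 to 35.2 ± 4.59 CPM (SD, n = 3; log2 fold change 1.28, standard error 0.14, adjusted p = 6.39e-05 from edgeR), and Hsd17b10, a mitochondrial dehydrogenase, from 84.0 ± 9.10 to 131 ± 19.0 CPM (log2 fold change 0.63). Cpt1a, the carnitine transferase that admits long chains to mitochondria, which was named after its value was seen, had a log2 fold change of -0.75, from 182 ± 20.4 to 108 ± 12.7 CPM. Acaa2, the mitochondrial thiolase that releases acetyl-CoA, fell from 92.8 ± 5.65 to 44.0 ± 0.853 CPM (log2 fold change -1.08, adjusted p = 9.43e-06 from edgeR). The peroxisomal enzymes Crot and Acaa1a had log2 fold changes of -1.05 and -0.94. Hadha, a subunit of the trifunctional protein, was at 0.07 (adjusted p = 0.535).

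Of the 15 genes of Figure 6B, 7 were higher, 1 was lower and 7 did not pass the test, among them Sdhc (0.14), Fh1 (0.11) and Mdh2 (0.14). Of the 42 genes of Figure 6A, 28 were higher, 1 was lower and 13 did not pass (33 higher and 1 lower when adjusted over the list alone). The study chose these genes on these libraries, so the counts are no independent evidence of direction. Largest among the Figure 6A genes with at least 10 CPM in Vsir-/- aILC2s were Ak4, a mitochondrial adenylate kinase (log2 fold change 2.00), and Slc25a33, a carrier of pyrimidine nucleotides (1.37), and Myc, a transcription factor of growth, had a log2 fold change of 1.08.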

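Of the 13 OXPHOS subunits encoded by mitochondrial DNA, none was higher, mt-Co1 of complex IV was lower (log2 fold change -0.99, standard error 0.26, adjusted p = 0.0109 from edgeR, with overlapping libraries at 1134 ± 362 and 571 ± 178 CPM; SD, n = 3) and 12 did not pass the test, also when adjusted over the list alone. Their median was -0.04 (camera, adjusted p = 0.883). Of 20 genes tested of glycolysis, the pathway from glucose to lactate, 10 were higher, 1 was lower and 9 did not pass, also when adjusted over the list alone. The lactate carriers Slc16a1 and Slc16a3 had log2 fold changes of 1.14 and 0.61, Hk2, a hexokinase, rose from 80.4 ± 3.34 to 144 ± 12.6 CPM, the glucose transporter gene Slc2a1 had 0.47, and Pfkp, named after its value was seen, fell (-0.39). The median of the 20 was 0.24, and camera called the list (adjusted p = 0.161 with an estimated correlation). Of 23 genes of cholesterol synthesis, 5 were higher, 2 lower and 16 did not pass, also when adjusted over the list alone (median -0.02, mean -0.02, camera upward with adjusted p = 0.900). Lss and Sqle, which act in forming its sterol ring, had log2 fold changes of 0.47 and 0.34, as had Idi1 (0.47), Hsd17b7 (0.41) and Msmo1 (0.31), named after their values were seen, while Dhcr7 (-0.59) and Tm7sf2 (-0.91), reductases of sterols, fell.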

To validate the transcriptomic results, we performed metabolic analyses on pure populations of WT and *Vsir^–/–^* aILC2s (Figure 6C). We first found that *Vsir^–/–^* ILC2s exhibited significantly higher MitoTracker Green staining, suggesting increased mitochondrial mass compared with WT controls (Figure 6D). Additionally, we measured the mitochondrial membrane potential using tetramethylrhodamine methyl ester (TMRM), a widely used fluorescent dye for assessing mitochondrial membrane potential in live cells (30). Our findings indicated that *Vsir^–/–^* ILC2s exhibited higher TMRM intensity, suggesting an elevated mitochondrial membrane potential (Figure 6E). To evaluate FAO status, BODIPY FL C_16_ and BODIPY^493/503^ were used to measure fatty acid uptake and fatty acid accumulation, respectively. VISTA deficiency was associated with increased fatty acid uptake (Figure 6F) and decreased fatty acid accumulation (Figure 6G), suggesting higher FAO activity in *Vsir^–/–^* ILC2s. We further assessed the impact of VISTA deficiency on mitochondrial respiration in ILC2s using a bioenergetic assay (Figure 6H). Consistent with our transcriptomic analysis, *Vsir^–/–^* activated ILC2s demonstrated higher basal respiration (Figure 6I), spare respiratory capacity (Figure 6J), and ATP production rates (Figure 6K), indicating enhanced oxidative metabolism. Furthermore, mitochondria-mediated ATP production was greater in *Vsir^–/–^* ILC2s compared with WT ILC2s (Figure 6L). Overall, the combined transcriptomic, metabolic, and bioenergetic analyses indicate that VISTA deficiency enhances metabolic pathways in ILC2s, facilitating their proliferation and effector function. Next, we asked whether VISTA ligation on ILC2s can affect the ILC2 metabolic activity (Supplemental Figure 6A). Strikingly, ligation of VISTA on WT ILC2s reduced mitochondrial mass and membrane potential, as evidenced by lower MitoTracker Green and TMRM (Supplemental Figure 6, B and C). Consistently, bioenergetic assay (Supplemental Figure 6D) exhibited lower levels of basal respiration, spare respiratory capacity, ATP production rate, and mitochondrial ATP production (Supplemental Figure 6, E–H) following treatment with VISTA agonist. These findings suggest that VISTA ligation reduces metabolic activity in ILC2s.

### VISTA engagement restrains ILC2 activation and ILC2-mediated AHR development.

So far, we have confirmed the role of VISTA in regulating ILC2 function and ILC2-mediated airway inflammation. To evaluate VISTA as a potential therapeutic target for restraining ILC2-driven AHR, we designed sets of experiments using a VISTA agonist antibody. WT aILC2s were treated with a VISTA agonist or isotype control for 24 hours (Figure 7A). We found that VISTA agonist significantly reduced the levels of GATA-3 and Ki67 (Figure 7, B and C). Additionally, VISTA engagement on ILC2s decreased the secretion of IL-5 and IL-13 (Figure 7D). These results suggest that VISTA engagement ex vivo restrains ILC2 proliferation and effector function. To ensure that the effects of the agonist antibody were VISTA specific, we treated *Vsir^–/–^* ILC2s with the anti–VISTA agonist antibody (Figure 7E) and observed no significant changes in GATA-3, Ki67, or cytokine levels (Figure 7, F–H) between the agonist-treated and isotype control groups. This confirms that the agonist antibody regulates ILC2 functions in a VISTA-dependent manner. Next, we questioned whether VISTA suppresses only IL-33–mediated activation of ILC2s. We used IL-25, TSLP, and IL-33 as key alarmins that activate ILC2s, and our results indicate that VISTA expression was most strongly induced following activation with IL-33 (Supplemental Figure 6I). While we also observed a significant increase in VISTA induction with IL-25, activation of ILC2s with TSLP in vivo did not modulate VISTA expression (Supplemental Figure 6I). Therefore, we investigated whether a VISTA agonist could suppress IL-25–mediated activation of ILC2s. Consistent with our findings using IL-33 as an ILC2 activator, we observed that the VISTA agonist also decreased GATA-3 and Ki67 expression in IL-25–activated ILC2s (Supplemental Figure 6, J and K). Furthermore, the levels of secreted IL-5 and IL-13 were significantly lower in the VISTA agonist–treated group compared with the control group (Supplemental Figure 6L). Our findings confirm that the regulatory effects of VISTA on ILC2s are not merely limited to IL-33 activation.

Building on the ex vivo effect of VISTA engagement in ILC2 regulation, we next evaluated whether in vivo administration of the VISTA agonist could reduce the development of AHR and lung inflammation. Cohorts of WT mice were intranasally challenged with rmIL-33 and received either a VISTA agonist or an isotype control intraperitoneally before each intranasal challenge. On day 4, mice underwent pulmonary function tests, BAL examinations, and histological analysis (Figure 7I). Mice challenged with IL-33 rather than PBS exhibited elevated lung resistance, validating the IL-33–induced AHR model. Notably, results showed a significant reduction in lung resistance and improved dynamic compliance in the VISTA agonist–treated group compared with the isotype control group (Figure 7, J and K). These improvements were coupled with a decrease in pulmonary ILC2s (Figure 7L), a reduced number of BAL CD45^+^ cells, eosinophils, neutrophils, and macrophages (Figure 7M), and lower levels of BAL IL-5, IL-6, and IL-13 (Figure 7N) in the VISTA agonist–treated group compared with controls. Histological examination revealed that mice receiving the VISTA agonist exhibited reduced airway epithelium thickness compared with the isotype control group (Supplemental Figure 7, A and B). These findings suggest that VISTA engagement suppresses ILC2 function and alleviates ILC2-mediated airway hyperreactivity and inflammation.

### Treatment with a VISTA agonist alleviates ILC2-driven AHR in an IL-33–induced model.

Th2 cells and ILC2s are recognized as major contributors to the development of allergic AHR (4). Therefore, we investigated whether a VISTA agonist could ameliorate AHR in the absence of Th2 cells. We induced IL-33–mediated AHR in *Rag2*-deficient (*Rag2^–/–^*) mice and administered a VISTA agonist antibody or isotype control (Figure 8A). First, we found a significant increase in lung resistance and a remarkable decrease in dynamic compliance in mice receiving IL-33 rather than PBS, validating the IL-33–induced AHR. In mice challenged with rmIL-33, the VISTA agonist significantly reduced lung resistance and improved dynamic compliance (Figure 8, B and C). The total number of ILC2s in the lungs was significantly decreased in the group treated with the VISTA agonist compared with control (Figure 8D). Additionally, VISTA engagement led to lower lung inflammation, as evidenced by reduced numbers of CD45^+^ cells and eosinophils in the BAL (Figure 8E). Decreased levels of IL-5, IL-6, and IL-13 were also observed in mice treated with a VISTA agonist compared with control mice (Figure 8F). Histological analysis supported these results, showing that VISTA engagement reduced the thickening of the airway epithelium (Supplemental Figure 7, C and D). These results elucidate that VISTA engagement limits the development of ILC2-dependent AHR and lung inflammation.

### Treatment with a VISTA agonist alleviates ILC2-driven AHR in an allergen-induced model.

To further explore the impact of a VISTA agonist on ILC2-mediated AHR in response to a clinically relevant allergen, we used *Alternaria alternata*–induced AHR in *Rag2*-deficient mice. *A*. *alternata* is a prevalent mold in environmental samples, recognized for its potent allergenic properties. Sensitization to this mold has been linked to increased asthma severity (31). Importantly, it has been recognized as a primary allergen associated with asthma in American households (31). *Rag2^–/–^* mice received intraperitoneal injections of a VISTA agonist or an isotype control and were intranasally exposed to *A*. *alternata* over 4 days. On day 5, pulmonary function was tested, lung ILC2 numbers and BAL-infiltrating cells were counted, and histological analyses were conducted (Figure 8G). As with the IL-33 model, higher lung resistance and a decrease in dynamic compliance were observed in mice receiving *A*. *alternata* rather than PBS, validating the *A*. *alternata*–induced AHR model. We found that treatment with a VISTA agonist compared with isotype control led to a significant reduction in lung resistance and improved dynamic compliance (Figure 8, H and I). This effect was corroborated by decreased numbers of pulmonary ILC2s (Figure 8J) and lower numbers of CD45^+^ cells and eosinophils in BAL fluid (Figure 8K). Additionally, lower levels of BAL IL-5, IL-6, and IL-13 (Figure 8L) as well as reduced airway epithelium thickening (Supplemental Figure 7, E and F) indicated that the lung inflammation was reduced in the group receiving the VISTA agonist. Collectively, these findings reveal that VISTA is a viable therapeutic target with potential to alleviate ILC2-mediated AHR in both IL-33– and allergen-induced models.

### Treatment with a VISTA agonist regulates human ILC2 function and AHR in humanized mice.

Building on the observed regulatory effects of VISTA on ILC2s in mice, we sought to determine whether these findings could be translated to human ILC2 function and AHR. Fresh human ILC2s (hILC2s) were FACS-sorted from peripheral blood mononuclear cells of 6 healthy donors (Figure 9A). The hILC2s were identified as live cells expressing CD45, CD127, and CRTH2 and lacking lineage markers (Supplemental Figure 7G). Initially, we examined VISTA expression in hILC2s. Pure populations of hILC2s were cultured ex vivo with or without recombinant human IL-33 (rhIL-33) (Figure 9A). Flow cytometry analysis revealed that activation of hILC2s with IL-33 ex vivo resulted in the upregulation of VISTA protein on these cells (Figure 9B). Confirming our earlier observations in mice, VISTA expression was inducible in activated hILC2s isolated from all 6 donors. It has been well established that VSIG3 is a VISTA ligand that can bind to VISTA at physiological pH (14). To further investigate the physiological relevance of the VSIG3/VISTA pathway in the lung, we assessed the expression levels of VSIG3 (encoded by *Igsf11*) in the lungs of healthy and asthmatic patients (32). Notably, we found VSIG3 expressed in several cell types within the lung epithelium of both healthy individuals and asthma patients (Supplemental Figure 7H). Therefore, to further examine the impact of VISTA engagement on hILC2 activation, proliferation, and effector function, hILC2s from each donor were cultured with or without rhVSIG3 Fc protein as a VISTA agonist (Figure 9A) (9). Corroborating murine results, ex vivo treatment of hILC2s with VISTA agonist downregulated GATA-3 (Figure 9C) and Ki67 (Figure 9D), suggesting decreased hILC2 activation and proliferation. Moreover, VISTA ligation on hILC2s reduced the secretion levels of the ILC2 effector cytokines IL-4, IL-5, IL-6, and IL-13 in the culture supernatants across all 6 donors (Figure 9E). Next, we questioned whether the FOXO1-mediated effects of VISTA found in murine experiments could be corroborated in human ILC2s. Pure populations of hILC2s were treated with rhVSIG3, and the protein levels of FOXO1 were measured. Strikingly, VISTA ligation in hILC2s led to an elevated level of FOXO1 expression (Figure 9F). These findings consistently suggest that VISTA signaling upregulates the FOXO1 pathway in both mouse and human ILC2s.

To assess the in vivo effect of VISTA stimulation on hILC2 function, we evaluated whether VISTA stimulation could modulate the development of hILC2-dependent AHR and lung inflammation in a humanized mouse model (1). Pure populations of hILC2s were intravenously transferred into *Rag2^–/–^GC^–/–^* alymphoid mice. Host animals were then intranasally challenged with rhIL-33. The VISTA agonist or a corresponding vehicle was administered intravenously before the first and last intranasal challenges (Figure 9G). Initially, substantial lung resistance and a decrease in dynamic compliance were observed in mice receiving IL-33 rather than PBS, validating the humanized mice model (Figure 9H). Consistent with our findings in murine models, treatment with a VISTA agonist remarkably reduced lung resistance in comparison with vehicle control (Figure 9H). Although both groups initially received identical numbers of ILC2s, we observed a significant reduction in the number of hILC2s recovered from the lungs of mice treated with VISTA agonist compared with controls (Figure 9I). Additionally, BAL analysis from mice treated with the VISTA agonist showed fewer eosinophils, suggesting reduced hILC2-driven lung inflammation following VISTA stimulation (Figure 9J). Taken together, our results demonstrate that VISTA is expressed on human ILC2s and that stimulation with a VISTA agonist can reduce human ILC2–driven airway inflammation and AHR.

## Discussion

This study explores the role of VISTA, an inhibitory immune checkpoint, in regulating the function of pulmonary ILC2s and its therapeutic potential in treating ILC2-driven AHR. Our results reveal that VISTA expression is upregulated in activated pulmonary ILC2s and serves as a critical regulator of their activity through the FOXO1 pathway. VISTA-deficient ILC2s exhibit increased proliferation and effector function, leading to exacerbated AHR and lung inflammation. Conversely, VISTA agonism in both murine and humanized mice reduces ILC2 function and lung inflammation, presenting a promising therapeutic strategy for allergic AHR.

We first show that VISTA expression in pulmonary ILC2s is inducible at both transcriptomic and protein levels upon ILC2 activation. This inducibility is notable as it suggests that VISTA could be a therapeutic target to control lung inflammation. Recent studies have shown VISTA expression on various immune cells such as monocytes, macrophages, neutrophils, DCs, and T lymphocytes (11, 15, 16). Our study investigates the impact of VISTA on the functionality of ILC2s and its role in ILC2-mediated AHR using 2 distinct approaches: genetic deletion and pharmacological stimulation of VISTA. Our transcriptomic and protein analyses revealed that VISTA-deficient ILC2s displayed increased expression of ILC2 activation markers and type 2 cytokines, such as IL-5 and IL-13, which are crucial drivers of allergic inflammation. These results were validated in vivo using a VISTA-deficient mouse model, demonstrating that lack of VISTA led to excessive lung inflammation and worsened ILC2-mediated AHR. Since the IL-33 model is characterized as an acute ILC2-driven AHR, Th2 cells may not play a critical role in this context. However, given that VISTA-deficient mice lack VISTA on all cell types, we performed adoptive transfers of *Vsir^–/–^* ILC2s into mice lacking lymphoid cells. This model can specifically assess the impact of *Vsir^–/–^* ILC2s on ILC2-mediated AHR as the other cells express VISTA. Our findings revealed that VISTA deficiency in ILC2s alone is sufficient to exacerbate AHR development and lung inflammation. It was noteworthy that *Vsir^–/–^* ILC2s exhibited lower rates of apoptosis and increased proliferation rates, suggesting that VISTA-dependent higher survival and proliferation rates contributed to the expansion of the ILC2 population. Overall, our findings are consistent with previous studies that emphasize the critical role of VISTA in maintaining immune cell quiescence, showing that lack of VISTA increases susceptibility to various inflammatory disorders (9, 17, 18).

Previous studies from our laboratory and others have demonstrated that hyperactivated ILC2s exhibit high energy demands, which are primarily maintained through OXPHOS and FAO (33, 34). In the present study, our results suggest that VISTA regulates FAO and OXPHOS in ILC2s, as VISTA-deficient ILC2s exhibited increased FAO, TCA cycle, and oxidative respiration. The results of our transcriptomic analysis also revealed that genes encoding enzymes actively involved in the FAO are upregulated in VISTA-deficient ILC2s. This upregulation increases the predicted levels of acetyl-CoA, which in turn fuels the TCA cycle (35). Accordingly, we found enhanced TCA cycle signature in VISTA-deficient ILC2s at the transcriptomic level. The elevated oxidative respiration in ILC2s lacking VISTA was further validated using MitoTracker and TMRM staining and bioenergetic assays. Moreover, these cells exhibited increased fatty acid consumption and reduced fatty acid retention, as indicated by BODIPY assays. These findings highlight that VISTA-deficient ILC2s are metabolically more active, suggesting a potential role for VISTA in the modulation of ILC2 metabolism. The effect of VISTA on ILC2 metabolism was further confirmed using VISTA ligation on WT ILC2s. Our previous research has demonstrated that PD-1 restricts the effector functions of ILC2 by influencing their metabolic profile (5), suggesting that immune checkpoints might serve as metabolic regulators in ILC2s. Although the influence of VISTA on the metabolic activity of lymphoid cells has not been explored, a recent study in the myeloid lineage documented VISTA-mediated regulation of mitochondrial respiration in myeloid-derived suppressor cells (36). Further research is needed to clarify the impact of VISTA on metabolic alterations across other myeloid and lymphoid cell types.

Understanding the mechanism of action is crucial for unraveling the immunomodulatory functions of immune checkpoints. Thus, we conducted a comparison of the transcriptomic profiles between *Vsir^–/–^* and WT ILC2s, revealing enrichment of the FOXO1 signaling pathway as one of the prominent findings. Within this pathway, FOXO1-activating factors were increased while FOXO1-inhibiting factors were decreased. Using transcriptomic tools, we identified negative correlations between FOXO1 and several markers linked to ILC2 activation and proliferation within a weighted gene coexpression network analysis (WGCNA) module. WGCNA is often used as a powerful method in cell biology for understanding gene coexpression patterns and their relation to biological functions (37). We therefore hypothesized that VISTA regulates ILC2s via the FOXO1 pathway. Our subsequent protein analysis confirmed that VISTA deficiency correlates with reduced FOXO1 levels, and VISTA stimulation increased FOXO1 protein expression in ILC2s. We next investigated whether FOXO1 influences ILC2 proliferation and effector function using an established protocol with a FOXO1 inhibitor (26). Our results indicated that FOXO1 inhibition enhances ILC2 activation, leading to increased secretion of type 2 cytokines. Further validation of the regulatory role of FOXO1 in ILC2s was achieved by the use of FOXO1 activator as described by several groups before (26, 27). In line with our previous observations, FOXO1 activation resulted in reduced ILC2 activation and proliferation, thereby decreasing the secretion of type 2 cytokines. Taken together, our findings provide compelling evidence that VISTA modulates ILC2 effector function through the FOXO1 pathway.

FOXO1 is a member of the FOXO transcription factor family that has been shown to be influenced by factors from the tissue microenvironment (38). Multiple studies have highlighted the role of FOXO1 in immune regulation, demonstrating its ability to maintain the quiescence of naive T cells and restrain activation across various T cell subsets (39–41). Consistent with our findings, FOXO1 has been implicated in maintaining intestinal homeostasis in intestine-resident lymphocytes, as its downregulation has been linked to disrupted intestinal balance and exacerbated inflammation (42). Interestingly, ICOS signaling has been reported to deactivate FOXO1 (40). We previously showed that ICOS signaling enhances ILC2 effector function and exacerbates AHR (43). Given the role of ICOS as a costimulatory molecule, it is plausible that it may oppose VISTA by deactivating FOXO1, thereby potentially exacerbating AHR. However, the precise interplay between ICOS and VISTA in modulating FOXO1 and its impact on immune responses warrants further investigation. To further characterize the downstream effects of the AKT/FOXO1 pathway in ILC2s, we found that p65 and p52 are both increased in VISTA-deficient ILC2s. Previous studies have shown that FOXO1 acts as a negative upstream regulator of NF-κB (44, 45), suggesting that the role of VISTA via FOXO1 signaling may be linked to both canonical and non-canonical NF-κB signaling. Given that NF-κB complexes directly affect the TCA cycle (34, 46), our findings suggest that VISTA signaling, particularly via NF-κB, may cause the observed metabolic changes in ILC2s.

We next explored VISTA as a potential therapeutic target for attenuating ILC2-driven AHR by using an established anti–VISTA agonist antibody (17, 20, 25) and observed that engagement of VISTA significantly suppressed ILC2 function. To ensure specificity, we assessed the effects of the VISTA agonist on both WT and VISTA-deficient ILC2s. Importantly, while the VISTA agonist had a notable impact on WT ILC2s, it did not alter the function of ILC2s isolated from VISTA-deficient mice. This confirms that the agonist antibody regulates ILC2 functions in a VISTA-dependent manner. To address the effect of VISTA on lung inflammation and function, we administered VISTA agonist in mice and observed that it is capable of ameliorating IL-33–induced AHR and lung inflammation, as characterized by improved lung function, reduced pulmonary ILC2 numbers, and decreased inflammatory cytokine levels in BAL fluid. We further validated these results by assessing the VISTA engagement independent of adaptive immunity, using *Rag2*-deficient mice. Our findings demonstrated that the VISTA agonist effectively ameliorated ILC2-driven AHR and lung inflammation independent of adaptive immunity. Expanding our investigation to allergen-induced AHR, we used *A*. *alternata* as a clinically relevant allergen known for its serine protease activity, which induces alarmins such as IL-33 in the lungs (47). Consistent with our earlier models, we confirmed that the VISTA agonist effectively alleviates allergen-induced AHR driven by ILC2 activation. These results underscore the therapeutic potential of VISTA agonism for treating allergic asthma. Previous studies have reported the efficacy of VISTA agonists in preventing or improving mouse models of various inflammatory diseases (17, 18, 20, 25). Chen and colleagues recently reported reductions in cutaneous disease, autoantibodies, inflammatory cytokines, chemokines, and expansion of immune cells using anti–VISTA agonist antibody in a mouse model of lupus (17). In another study, treatment of acute-on-chronic liver failure (ACLF) mice with VISTA agonist suppressed T cell activation and cytokine production, considerably reducing mortality and liver inflammation in the mice (25). Additionally, it has been reported that anti–VISTA agonist antibody suppresses CD4^+^ T cell–mediated acute inflammation in a mouse model of acute hepatitis (18). VSIG3 and CD162 are identified as prominent VISTA ligands (12, 13). Among these, only VSIG3 can bind to VISTA at the physiological pH of the lungs (13, 14). Interestingly, VSIG3 is expressed in several cell types within the lung epithelium of both healthy individuals and asthma patients (32), suggesting it may be a more relevant ligand in this context.

Finally, to validate our murine findings in a human context, we investigated the expression and function of VISTA in human ILC2s. Similar to murine results, human ILC2s upregulated VISTA expression following activation. Consistent with our observations in murine studies, engagement of VISTA on human ILC2s reduced their activation, proliferation, and cytokine production. Interestingly, we found that VISTA ligation in human ILC2s also leads to FOXO1 upregulation, confirming the murine results in VISTA signaling. Furthermore, we used an ILC2 humanized murine model, established by our laboratory (34, 43, 48). In a humanized mouse model of ILC2-mediated AHR, VISTA agonist significantly reduced lung resistance and inflammation, highlighting its therapeutic potential in human ILC2–mediated allergic asthma. Interestingly, in clinical settings, VISTA upregulation has been reported in patients with systemic or discoid lupus erythematosus (17). Future investigations are needed to explore the expression pattern and functional implications of VISTA in asthma patients. Undoubtedly, understanding any potential correlation between VISTA expression and asthma severity could provide valuable insights for developing VISTA-targeted therapies to treat allergic asthma in humans.

In summary, our study highlights the critical role of VISTA in regulating ILC2 function and its therapeutic promise in allergic ILC2-mediated AHR. We demonstrated that VISTA engages the FOXO1 pathway to restrain ILC2 proliferation and effector function, thereby controlling ILC2-driven lung inflammation. These findings introduce new avenues for targeted immunotherapy in allergic asthma and other diseases involving ILC2s, leveraging VISTA agonist treatment to dampen pathological immune responses.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, with similar findings reported for both sexes.

### Mouse models.

Wild-type (WT) BALB/cByJ (RRID:IMSR_JAX:001026), recombination-activating gene 2–deficient [*Rag2^–/–^*, C.B6(Cg)-*Rag2*tm1.1Cgn/J, RRID:IMSR_JAX:008448], and *Rag2*-deficient γ chain–deficient (*Rag2^–/–^GC^–/–^*, C;129S4-*Rag*2tm1.1FlvIl2rgtm1.1Flv/J, RRID:IMSR_JAX:014593) mice were obtained from The Jackson Laboratory. *Vsir^–/–^* [VISTA-KO, B6N.129S5(B6)-Vsirtm1Lex/Mmucd] mice were provided by Randolph J. Noelle and Louise Lines from Geisel School of Medicine at Dartmouth (Dartmouth College, Hanover, New Hampshire, USA). All mice used in experiments were on a BALB/c background and were sex-matched and aged between 5 and 8 weeks. They were housed and bred in a pathogen-free animal facility at the Keck School of Medicine, University of Southern California (USC), in accordance with protocols approved by the Institutional Animal Care and Use Committee.

### Pulmonary ILC2 isolation and ex vivo experiments.

Mice were intranasally challenged with 0.5 μg of rmIL-33 (BioLegend), rmIL-25 (BioLegend), or rmTSLP (R&D Systems) in 50 μL of PBS under anesthesia over 3 consecutive days. Control mice received only PBS. On the fourth day, the mice were euthanized, and transcardial perfusion was performed with PBS. Lungs were dissected and digested to single-cell suspension as previously described (49, 50). Pulmonary ILC2s were FACS-sorted to achieve a purity of greater than 95% on a FACSARIA III system. The ILC2s were identified based on the following markers: live cells, CD45^+^, lineage-negative (CD3ε, CD4, CD5, TCRβ, TCRγδ, CD45R/B220, CD335, CD11c, CD11b, Gr-1, FcεRIα, and Ter119), ST2^+^, and CD127^+^. Isolated ILC2s were cultured ex vivo following previous protocols (34). When specified, 10 μg/mL VISTA agonist antibody (MH5A, BioLegend), 10 μg/mL VISTA antagonist antibody (13F3, Bio X Cell), 100 nM FOXO1 inhibitor (AS1842856, MedChemExpress), or 1 μM FOXO1 activator (LOM612, MedChemExpress) with corresponding isotype control or vehicle (DMSO) was further added to cultures for the indicated times.

### Assessment of AHR and lung inflammation.

Mice were subjected to intranasal administration of 0.5 μg recombinant mouse IL-33 (rmIL-33), 100 μg of *A*. *alternata* (Greer Laboratories), or PBS, as detailed in prior studies (6). In certain experiments, mice were intraperitoneally injected with 5 mg/kg of anti–mouse VISTA agonist antibody (MH5A, BioLegend) or a corresponding isotype control in 200 μL PBS before each intranasal challenge. For adoptive transfer, 10^5^ ILC2s were intravenously injected into *Rag2^–/–^GC^–/–^* mice, and AHR was induced as previously described (34). AHR assessment, pulmonary ILC2 and BAL fluid cell analysis, cytokine measurement in BAL supernatant, and lung histological examination were performed according to the established protocols (7, 34).

### Flow cytometry.

Murine antibodies used in this study included FITC-conjugated antibodies targeting mouse lineage markers such as CD3ε (145-2C11), CD4 (GK1.5), CD5 (53-7.3), CD11b (M1/70), CD11c (N418), B220/CD45R (RA3-6B2), CD335/NKp46 (29A1.4), TCRβ (H57-597), TCRγδ (UC7-13D5), Gr-1 (RB6-8C5), Ter119 (TER-119), and FcεRIα (MAR-1), all sourced from BioLegend. Additional BioLegend murine antibodies included antibodies against CD127 (A7R34, PECy7), CD45 (30-F11, APCCy7/PECy7/FITC), CD11c (N418, APCCy7), SiglecF (S17007L, APC/APCCy7), Ly6G (1A8, APC/BV785), Ly6C (HK1.4, APCCy7/BV711), CD3ε (17A2, PerCP-Cy5.5), CD4 (GK1.5, BV421), TCR (H57-597, APC), Gr-1 (RB6-8C5, PerCP-Cy5.5/APC), IL-5 (TRFK5, PE/APC), VISTA/PD-1H (MIH63, PE/APC), I-A/I-E (M5/114.15.2, BV510), CD206 (C068C2, APC), CD88 (20/70, PE), CD64 (X54-5/7.1, PE), CD25 (PC61, BV421), CD90 (53-2.1, APC), and FOXO1 (W20064D, PE). Antibodies against mouse ST2 (RMST2-2, PerCP–eFluor 710), CD11b (M1/70, eFluor 450), Ki67 (SolA15, APC), GATA-3 (TWAJ, PE/eFluor 450), IL-13 (eBio13A, PE/APC), TCR (eBioGL3, PE), phospho-AKT (SDRNR, APC), phospho-BAD (BADS112-B9, PE), and BCL2 (10C4, PECy7) were purchased from Thermo Fisher Scientific. Anti–mouse SiglecF (E50-2440, PE), -ICOS (7E.17G9, PE), and -CD11c (HL3, PECy7) were procured from BD Biosciences. Anti-p65 (IC5078P, PE) was obtained from R&D Systems, and anti-p52 (C-5, PE) was purchased from Santa Cruz Biotechnology. Intranuclear staining was carried out as detailed previously (34). For intracellular staining, cells were stimulated 3 hours ex vivo with 50 μg/mL PMA, 500 μg/mL ionomycin (both from Sigma-Aldrich), and 1 μg/mL GolgiPlug (BD Biosciences) and then permeabilized using the BD Cytofix/Cytoperm kit according to the manufacturer’s protocol. For apoptosis staining, PE Annexin V (Thermo Fisher Scientific) and DAPI (Sigma-Aldrich) were added to cells according to the manufacturer’s guidelines. For caspase-3/7 staining, the CellEvent Caspase-3/7 Green Flow Cytometry Assay Kit (Thermo Fisher Scientific) was used according to the manufacturer’s protocol. When indicated, MitoTracker Green FM Dye, TMRM, BODIPY FL C_16_, and BODIPY^493/503^ (all from Thermo Fisher Scientific) were used according to the manufacturer instructions. Surface and intranuclear/intracellular antibodies were diluted at 1:200 and 1:50, respectively.

Human antibodies included a FITC-conjugated lineage cocktail targeting CD3 (UCHT1), CD14 (HCD14), CD16 (3G8), CD19 (HIB19), CD20 (2H7), and CD56 (HCD56). Additional FITC antibodies for lineage markers included CD1a (HI149), CD5 (L17F12), CD123 (6H6), CD235a (HI264), and FcεRIα (AER-37), all from BioLegend. Anti–human CD45 (HI30, APCCy7), -CD127 (A019D5, PECy7), -CRTH2 (BM16, PE), and -FOXO1 (W20064D, PE) were also purchased from BioLegend. PE-conjugated anti–human VISTA/PD-1H (MIH65.rMAb) was sourced from BD Biosciences. Anti–human GATA-3 (TWAJ, PE) and -Ki67 (20Raj1, eFluor 450) were purchased from Thermo Fisher Scientific. Dead cells were excluded using LIVE/DEAD Fixable Violet or Aqua cell stain kits (Thermo Fisher Scientific), and absolute cell numbers were calculated using CountBright absolute counting beads (Thermo Fisher Scientific). Cells were analyzed on a FACSCanto II system, and data were processed using FlowJo software version 10 (BD Biosciences).

### Mitochondrial bioenergetic assays.

The oxygen consumption rate was measured in real time using a T cell metabolic profiling kit and Seahorse Mini HS XF analyzer (Agilent) following the manufacturer’s protocol and as described in previous studies (34). Basal respiration, spare respiratory capacity, and ATP production rate were analyzed online using Agilent Seahorse Analytics.

### RNA sequencing and data analysis.

WT or *Vsir^–/–^* ILC2s were lysed using RLT buffer (QIAGEN), and total RNA was isolated using the MicroRNeasy kit (QIAGEN), according to the manufacturer’s protocol. The NextSeq 500 system (Illumina) was used for RNA sequencing (RNA-Seq) as detailed in our previous reports (1, 34). QIAGEN’s Ingenuity Pathway Analysis platform was used for comparative functional enrichment analysis. For single-cell RNA-Seq (scRNA-Seq) analysis, raw files were downloaded and processed as described previously (21). The initial quality control, preprocessing, and dimensionality reduction of scRNA-Seq data were performed using R programming language (version 4.3.0), the Seurat package (version 4.9.9), and the Markov Affinity-based Graph Imputation of Cells (MAGIC) algorithm. Data visualizations were performed using the R circlize package (version 0.4.15) and ggplot2 package (version 3.4.3).

### Weighted gene coexpression network analysis.

Bulk RNA-Seq data from VISTA-deficient and WT mice were analyzed using the weighted gene coexpression network analysis (WGCNA) package in R to construct gene coexpression networks and identify modules of highly coexpressed genes. A soft-thresholding power of 8 was selected based on the criterion of approximate scale-free topology, ensuring that the network adhered to the scale-free topology, a common characteristic of biological networks. Modules of coexpressed genes were identified using hierarchical clustering combined with dynamic tree cutting, with the dynamic tree cut method employed to segment the dendrogram produced by hierarchical clustering into distinct modules. To refine module definitions, modules with highly similar expression profiles were merged using a mergeCutHeight of 0.25.

### Human experiments and humanized mice.

Human ILC2s were isolated from peripheral blood mononuclear cells to a purity of greater than 95% using the autoMACS system (Miltenyi Biotec), followed by sorting with a FACSAria III cell sorter (BD Biosciences), as described previously. Human ILC2s were gated as CD45^+^, Lineage^–^ (CD3, CD5, CD14, CD16, CD19, CD20, CD56, CD235a, CD1a, CD123), CD127^+^, and CRTH2^+^. Isolated ILC2s were cultured at a density of 2 × 10^4^ cells/mL for 72 hours, as detailed in previous studies (1, 34). To agonize VISTA, 5 μg/mL recombinant human VSIG3 Fc protein (rhVSIG3; R&D Systems) and the corresponding vehicle control were added to the cultures. Humanized mouse model of AHR was carried out following an established protocol (34). Before the first and last intranasal challenges, rhVSIG3 (2 mg/kg; R&D Systems) or the corresponding vehicle was administered intravenously in 200 μL PBS.

### Cytokine quantification.

Cytokine levels in culture supernatants and BAL samples were quantified using either LEGENDplex Mouse Th Panel or LEGENDplex Human Th2 Panel (BioLegend) following the manufacturer’s instructions.

### Statistics.

All experiments were performed at least twice, and data are expressed as mean + SEM. Statistical analyses were performed using GraphPad Prism software (version 9.5.1). Comparisons between 2 groups were made using a 2-tailed Student’s *t* test for unpaired or paired data. For comparisons involving multiple groups, Tukey’s multiple-comparison 1-way ANOVA tests were used.

### Study approval.

Animal study was conducted in accordance with protocols approved by the USC Institutional Animal Care and Use Committee. The human study received approval from the USC Institutional Review Board and was conducted in compliance with the Declaration of Helsinki. Written informed consent was obtained from all participants prior to their involvement in the study.

### Data availability.

The data supporting the findings of this study are included in the article, supplemental materials, and Supporting Data Values file. RNA-Seq data were deposited in the NCBI’s Gene Expression Omnibus database (GSE271999). This study also used existing publicly available scRNA-Seq data (GSE102299). Schematic illustrations were obtained under an open-access license from Servier Medical Art.

## Author contributions

OA and MHK conceptualized the study. MHK, OA, ZMV, XL, BPH, YS, SS, PSJ, and KS devised methodology. OA acquired funding. MHK, SS, ZMV, and YS acquired human samples. OA supervised the study. MHK, XL, and ZMV analyzed data. MHK and OA wrote the original draft. MHK, OA, BPH, YS, ZMV, XL, SS, PSJ, and KS reviewed and edited the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
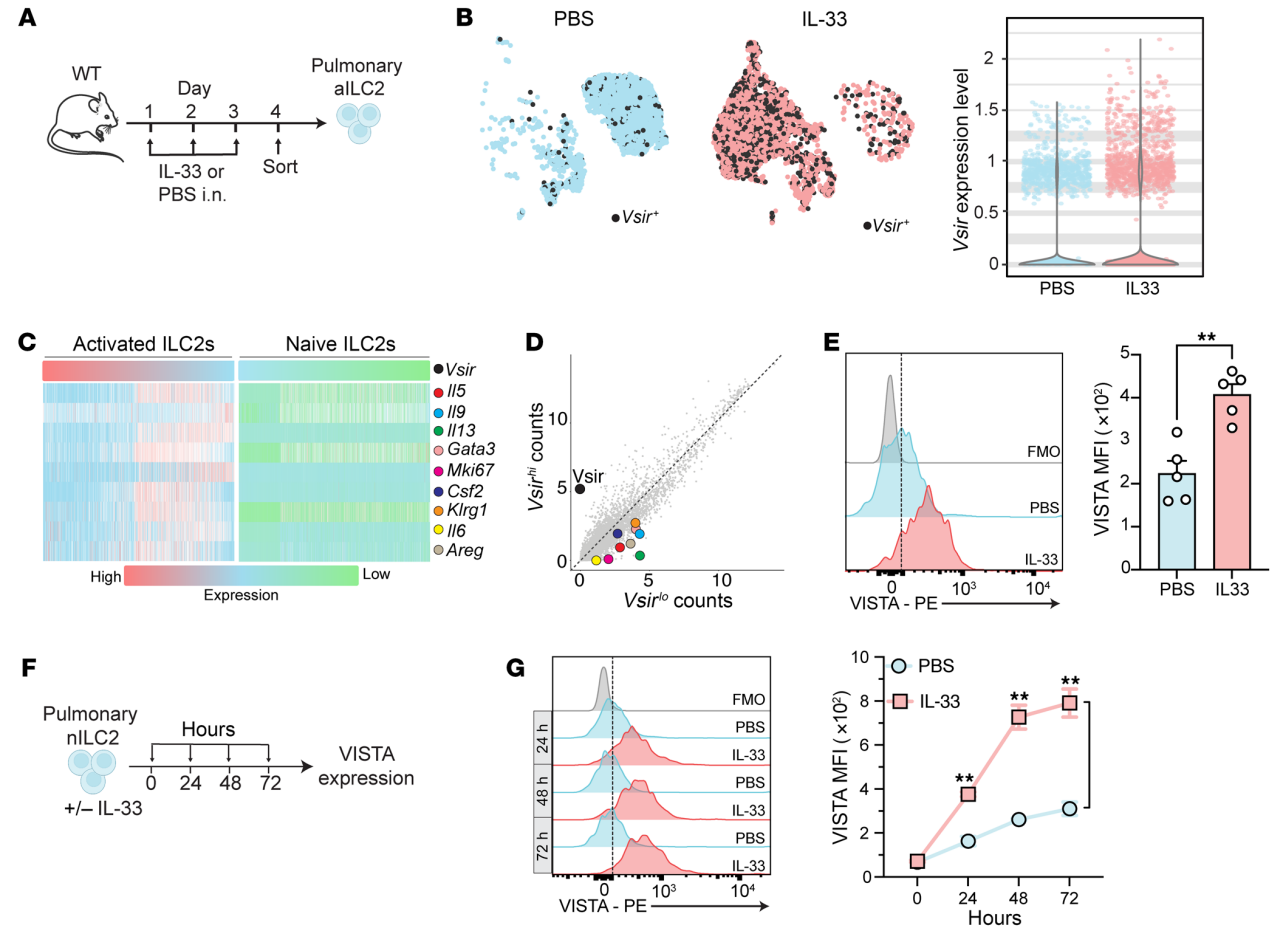
ILC2 activation upregulates VISTA expression. (**A**–**E**) Cohorts of wild-type (WT) mice were intranasally challenged with either rmIL-33 (activated) or PBS (naive). Pulmonary ILC2s were stained for FACS sorting or flow cytometry readout. (**B**–**D**) Pulmonary activated ILC2s (aILC2s) and naive ILC2s (nILC2s) were profiled by scRNA-Seq. (**B**) Left: Uniform manifold approximation and projection (UMAP) of *Vsir*^+^ ILC2s (black dots) isolated from mice receiving PBS (blue panel) or treated with IL-33 (red panel). Right: Violin plot comparing *Vsir* expression level in naive (blue) versus activated (red) ILC2s. (**C**) Heatmap ranking naive (right) and activated (left) ILC2s, based on *Vsir* expression, and exhibiting the transcript levels of Th2/ILC2-related genes from low (green) to high (red). (**D**) Activated ILC2s were stratified into *Vsir^hi^* and *Vsir^lo^*, based on their *Vsir* transcript levels, using the 25% of the population with the lowest expression levels (Q1) as *Vsir^lo^* and the 25% with the highest expression (Q4) as *Vsir^hi^* cells. Dot plot comparing the ILC2-related transcripts in *Vsir^hi^* versus *Vsir^lo^* activated ILC2s. (**E**) Representative plot and bar graph comparing VISTA expression in nILC2s versus aILC2s. Quantification is presented as mean fluorescence intensity (MFI). (**F** and **G**) WT pulmonary nILC2s were treated ex vivo with or without 50 ng/mL rmIL-33. (**G**) Representative plots of VISTA expression levels and corresponding quantification (as MFI). Data are presented as mean + SEM and are representative of at least 2 independent experiments. Statistical significance was assessed using 2-tailed Student’s *t* test (**E**) or 1-way ANOVA followed by Tukey’s post hoc test (**G**); **P < 0.01.

**Figure 2:**
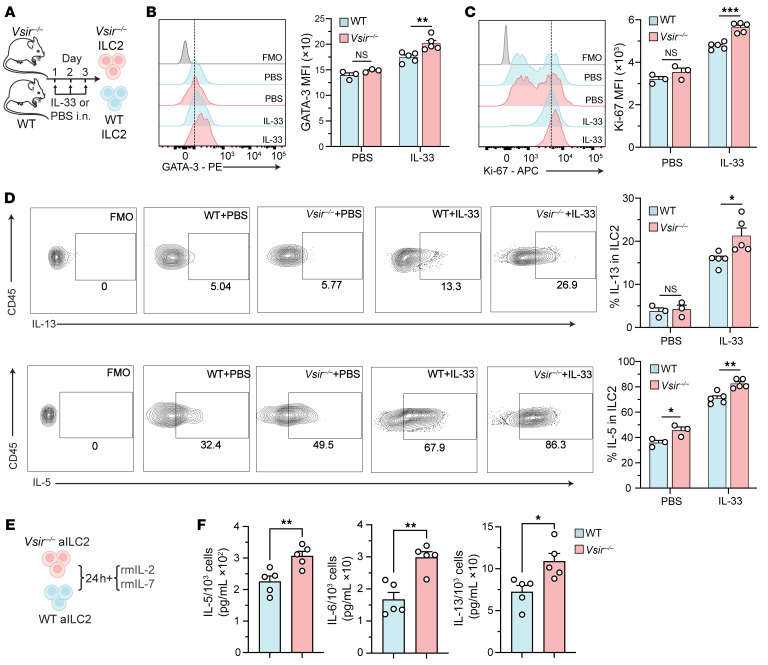
Lack of VISTA enhances pulmonary ILC2 effector function. (**A**–**D**) WT and VISTA-deficient mice were intranasally challenged with rmIL-33 or PBS. Pulmonary ILC2s were stained for flow cytometry readout without ex vivo culture (**B** and **C**) or after stimulation with PMA-ionomycin plus GolgiPlug (**D**). (**B** and **C**) Representative plots of GATA-3 (**B**) and Ki67 (**C**) expression levels and corresponding quantification (as MFI). (**D**) Gating strategy and corresponding quantification comparing the percentage of IL-13^+^ ILC2s and IL-5^+^ ILC2s. (**E** and **F**) Pulmonary aILC2s from WT and VISTA-deficient mice were cultured ex vivo. (**F**) Cytokine levels in cell supernatant (per 10^3^ ILC2s). Data are presented as mean + SEM and are representative of at least 2 independent experiments. Statistical significance was assessed using 2-tailed Student’s *t* test; *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 3:**
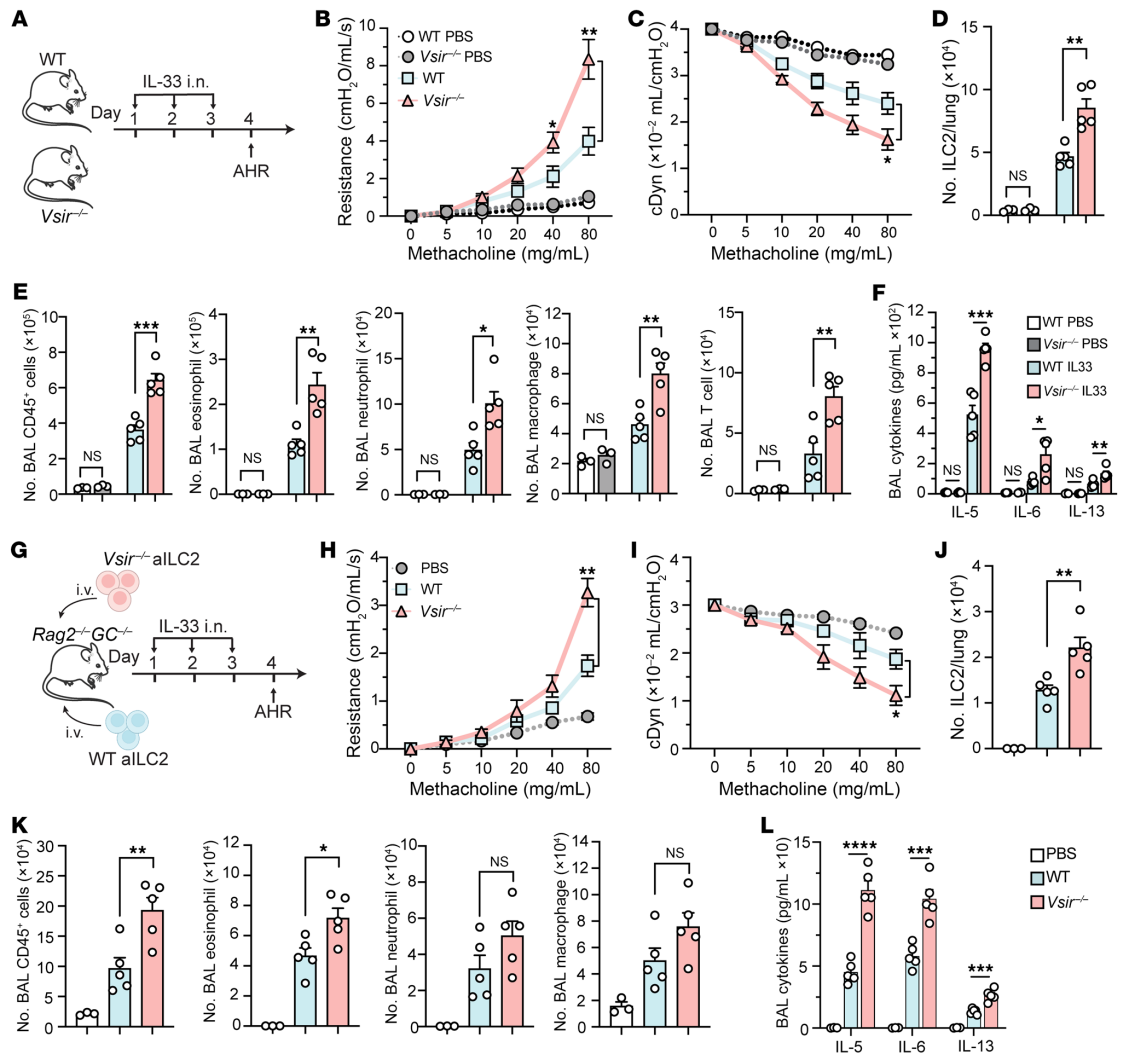
The absence of VISTA aggravates ILC2-driven AHR and lung inflammation. (**A**–**F**) WT and VISTA-deficient mice were intranasally challenged with rmIL-33 or PBS. (**B** and **C**) Lung resistance (**B**) and dynamic compliance (**C**) in response to elevating doses of methacholine. (**D**) Total number of ILC2s per lung. (**E**) Total number of CD45^+^ cells, eosinophils, neutrophils, macrophages, and T cells in BAL fluid. (**F**) Cytokine levels in the BAL fluid. (**G**–**L**) Cohorts of *Rag^–/–^GC^–/–^* mice were intravenously injected with WT or *Vsir^–/–^* aILC2s and intranasally challenged with rmIL-33 or PBS. (**H** and **I**) Lung resistance (**H**) and dynamic compliance (**I**) in response to elevating doses of methacholine. (**J**) Total number of ILC2s per lung. (**K**) Total number of CD45^+^ cells, eosinophils, neutrophils, and macrophages in BAL fluid. (**L**) Cytokine levels in the BAL fluid. Data are presented as mean + SEM and are representative of at least 2 independent experiments. Statistical significance was assessed using 1-way ANOVA followed by Tukey’s post hoc test; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 4:**
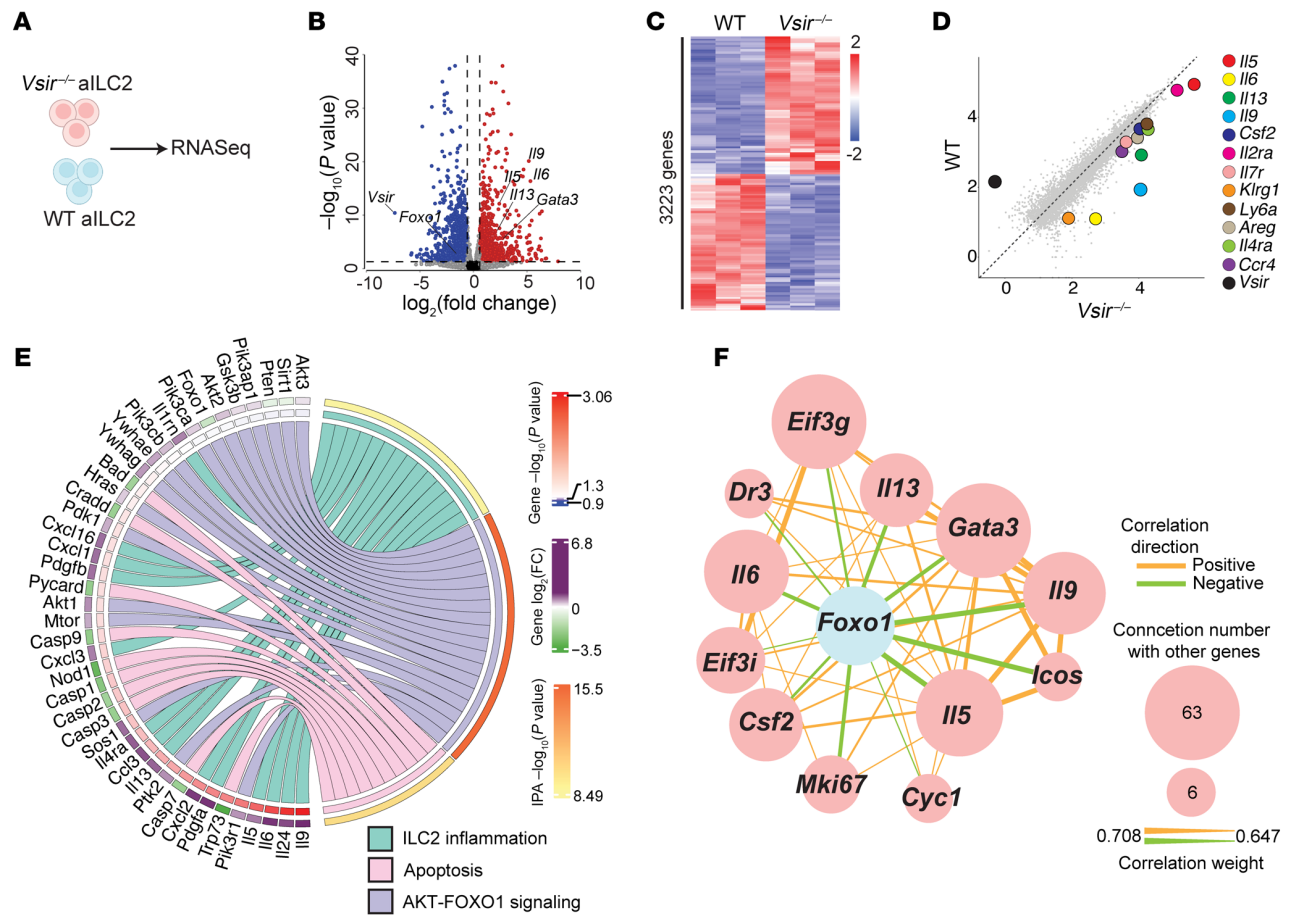
AKT/FOXO1 pathway is affected in VISTA-deficient ILC2s. (**A**–**F**) WT and VISTA-deficient mice received 3 days of intranasal rmIL-33. Total RNA was extracted from isolated pulmonary aILC2s to perform a bulk transcriptomic analysis. (**B**) Volcano plot comparison between WT and *Vsir^–/–^* aILC2s. (**C**) Heatmap of differentially modulated transcripts. (**D**) Dot plot of the differentially modulated ILC2-related transcripts. (**E**) Chord plot representing the most highly differentially expressed genes from top upregulated pathways. Specific pathways are color-coded and represented in the right inner bands, where chords gather. Outer bands (yellow to red) on the right depict the Ingenuity Pathway Analysis (IPA) –log_10_ *P* value. The left inner bands (blue to red) represent the gene –log_10_ *P* value. The left outer bands (green to purple) represent the gene log_2_(fold change). (**F**) Network visualization of weighted correlation network analysis for selected genes in the most correlated module, with correlations larger than the mean overall correlation score within that module. Orange lines represent positive correlations and green lines represent negative correlations between genes within the module. The size of each node corresponds to the number of connections one gene has with other genes within the module. The thickness of the edges indicates the strength of the correlation.

**Figure 5:**
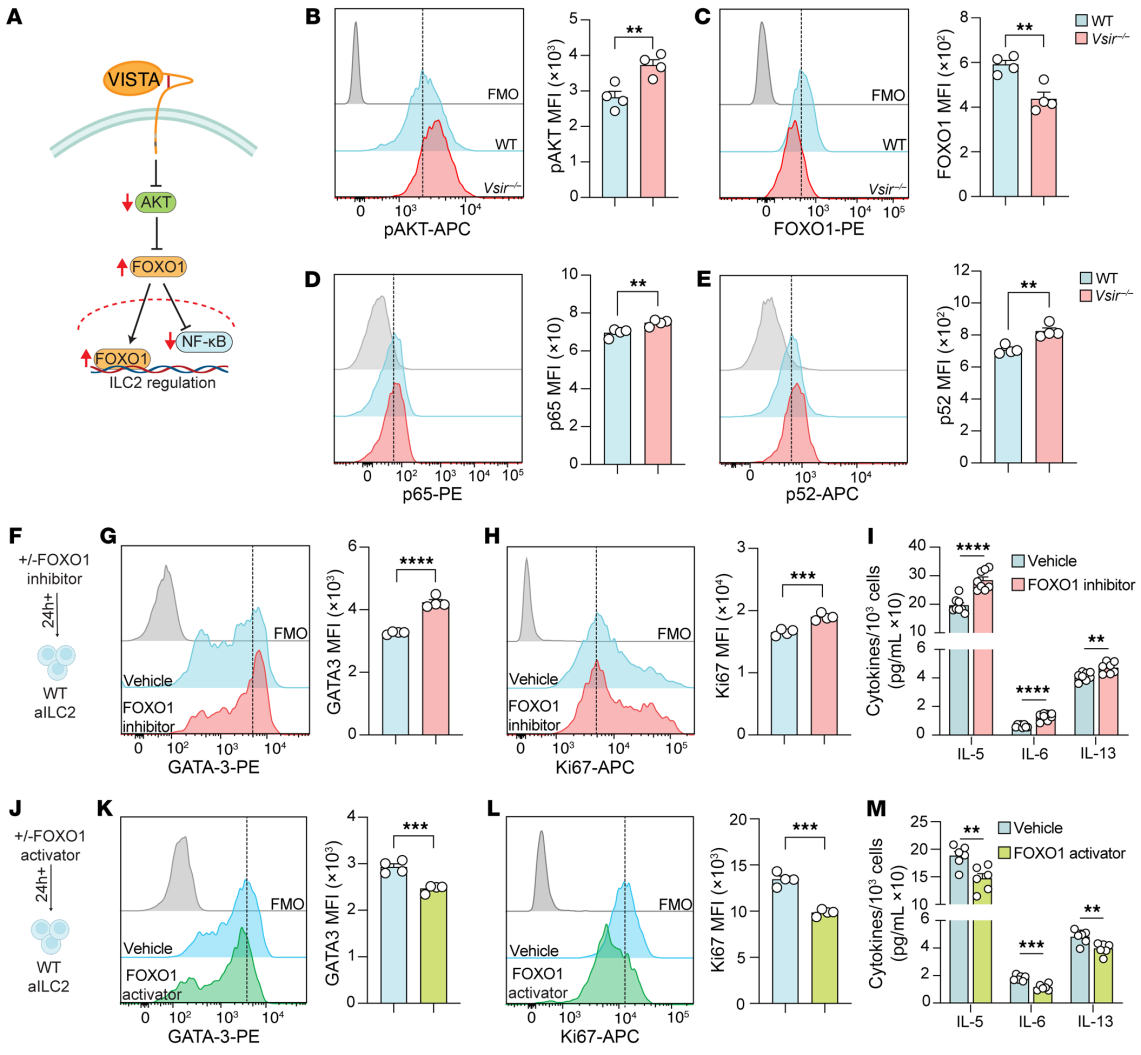
FOXO1 pathway activation by VISTA regulates ILC2 function. (**A**) Overview of VISTA downstream signaling. (**B**–**E**) Freshly isolated WT and *Vsir^–/–^* aILC2s were stained intranuclearly for p-AKT, FOXO1, p65, and p52. Representative histograms of protein expression of p-AKT (**B**), FOXO1 (**C**), p65 (**D**), and p52 (**E**), and corresponding quantifications as MFI. (**F**–**I**) WT aILC2s were treated with FOXO1 inhibitor or vehicle. (**G** and **H**) Representative plots of GATA-3 (**G**) and Ki67 (**H**) expression levels and corresponding quantification (as MFI). (**I**) Cytokine levels in cell supernatant (per 10^3^ ILC2s). (**J**–**M**) WT aILC2s were treated with FOXO1 activator or vehicle. (**K** and **L**) Representative plots of GATA-3 (**K**) and Ki67 (**L**) expression levels and corresponding quantification (as MFI). (**M**) Cytokine levels in cell supernatant (per 10^3^ ILC2s). Data are presented as mean + SEM and are representative of at least 2 independent experiments. Statistical significance was assessed using 2-tailed Student’s *t* test; **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 6:**
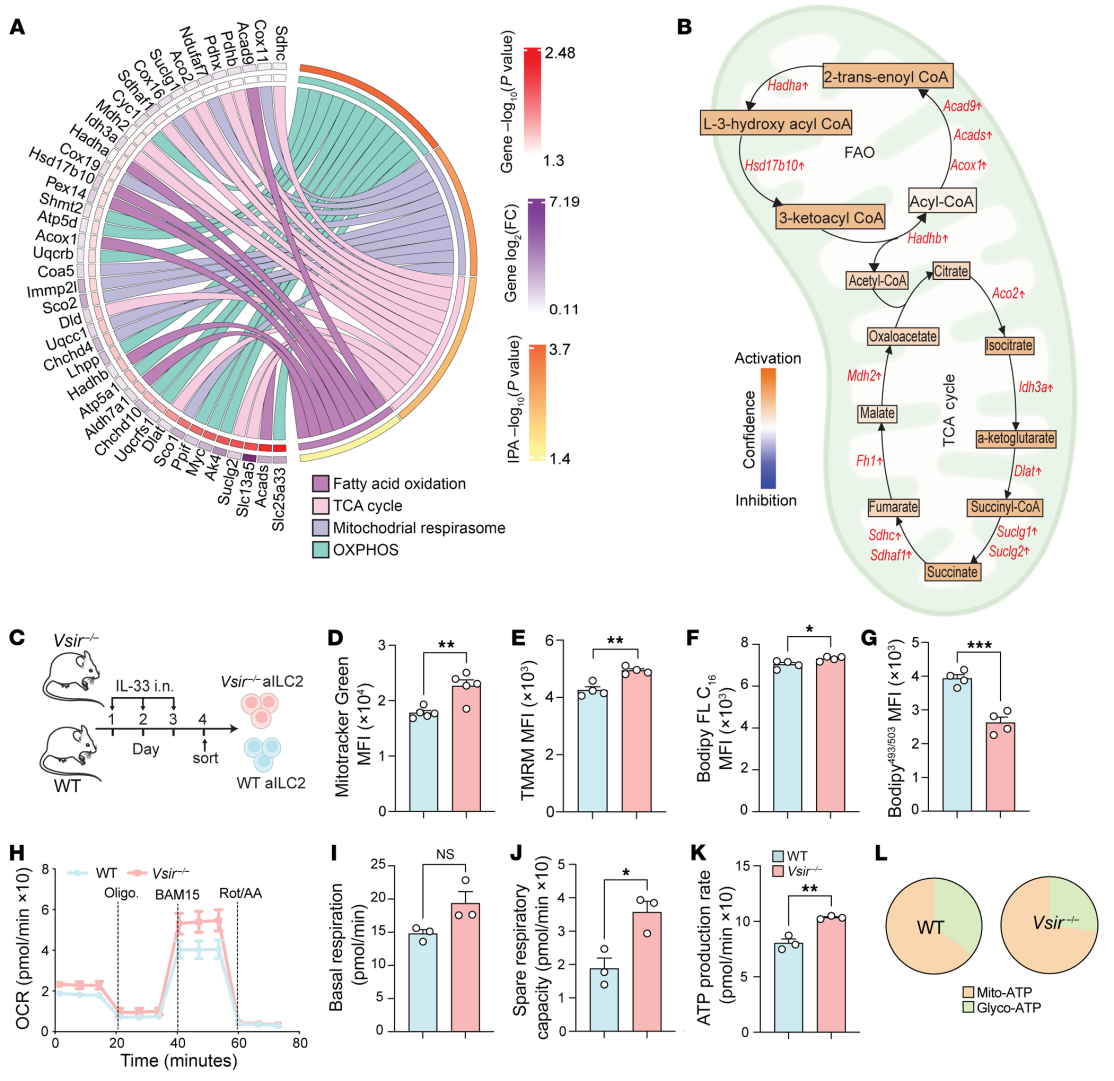
ILC2s lacking VISTA exhibit higher mitochondrial respiration and FAO. (**A** and **B**) WT and VISTA-deficient mice received 3 days of intranasal rmIL-33. Total RNA was extracted from isolated pulmonary aILC2s to perform a bulk transcriptomic analysis. (**A**) Chord plot representing the most highly differentially expressed genes from top upregulated metabolic pathways. Specific pathways are color-coded and represented in the right inner bands, where chords gather. Outer bands (yellow to red) on the right depict the IPA –log_10_ *P* value. The left inner bands (white to red) represent the gene –log_10_ *P* value. The left outer bands (white to purple) represent the gene log_2_(fold change). (**B**) Schematic of TCA cycle and FAO showing the trends of enzymes differentially modulated in *Vsir^–/–^* versus WT aILC2s, with the color-coding trends of intermediate metabolites based on IPA analysis (blue to orange for inhibition to activation). (**C**–**L**) WT and *Vsir^–/–^* aILC2s underwent metabolic analyses. (**D**) Bar plots showing the quantification of MitoTracker Green (as MFI). (**E**) Bar plots showing the quantification of TMRM in freshly isolated ILC2s (as MFI). (**F** and **G**) BODIPY FL C_16_ (**F**) and BODIPY^493/503^ (**G**) expression levels (as MFI). (**H**–**L**) Mitochondrial respiratory profile. (**H**) Oxygen consumption rate (OCR) in response to oligomycin, BAM15, and rotenone plus antimycin A (Rot/AA) sequential injections. (**I**–**L**) Basal respiration (**I**), spare respiratory capacity (**J**), ATP production rate (**K**), and mitochondrial ATP (mito-ATP) and glycolytic ATP (glycol-ATP) production (**L**). Data are presented as mean + SEM and are representative of at least 2 independent experiments. Statistical significance was assessed using 2-tailed Student’s *t* test; *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 7:**
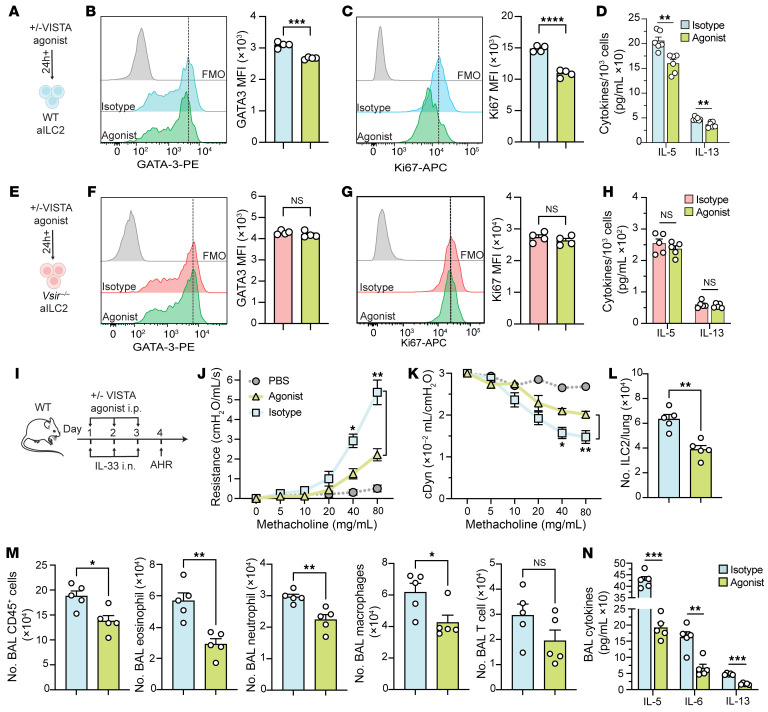
VISTA agonist reduces ILC2 function and alleviates AHR. (**A**–**D**) WT aILC2s were treated with VISTA agonist antibody or isotype control. (**B** and **C**) Representative plots of GATA-3 (**B**) and Ki67 (**C**) expression levels and corresponding quantification (as MFI). (**D**) Cytokine levels in cell supernatant (per 10^3^ ILC2s). (**E**–**H**) *Vsir^–/–^* aILC2s were treated with VISTA agonist antibody or isotype control. (**F** and **G**) Representative plots of GATA-3 (**F**) and Ki67 (**G**) expression levels and corresponding quantification (as MFI). (**H**) Cytokine levels in cell supernatant (per 10^3^ ILC2s). (**I**–**N**) WT mice were intraperitoneally injected with 5 mg/kg of anti–mouse VISTA agonist antibody or isotype control, followed by intranasal challenge with rmIL-33 or PBS for 3 days. (**J** and **K**) Lung resistance (**J**) and dynamic compliance (**K**) in response to elevating doses of methacholine. (**L**) Total number of ILC2s per lung. (**M**) Total number of CD45^+^ cells, eosinophils, neutrophils, macrophages, and T cells in BAL fluid. (**N**) Cytokine levels in the BAL fluid. Data are presented as mean + SEM and are representative of at least 2 independent experiments. Statistical significance was assessed using either 2-tailed Student’s *t* test (**B**–**H** and **L**–**N**) or 1-way ANOVA followed by Tukey’s post hoc test (**J** and **K**); *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 8:**
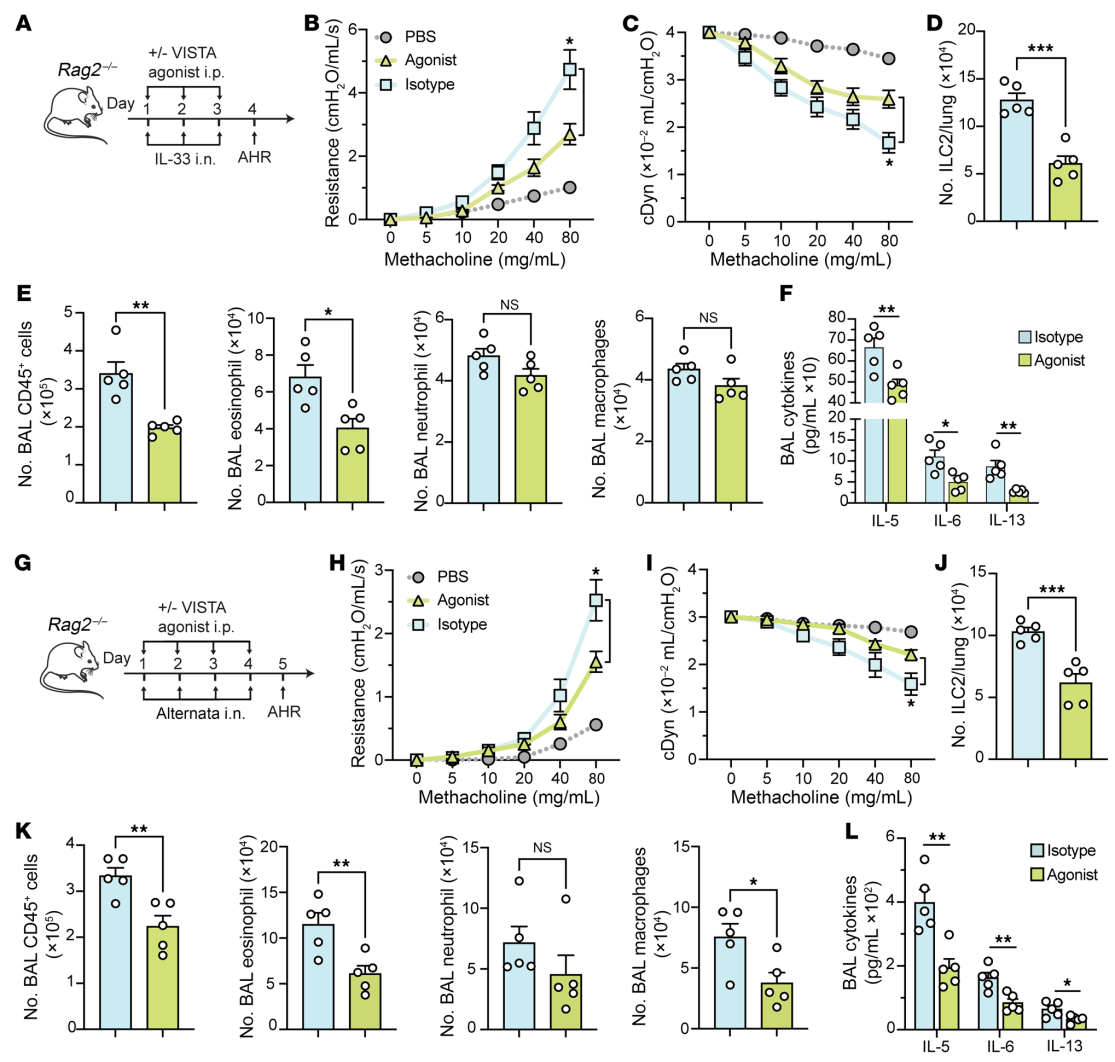
Treatment with VISTA agonist limits ILC2-driven AHR in both IL-33– and allergen-induced models. (**A**–**F**) *Rag2^–/–^* mice were intraperitoneally injected with 5 mg/kg of anti–VISTA agonist antibody or isotype control, followed by intranasal challenge with rmIL-33 or PBS. (**B** and **C**) Lung resistance (**B**) and dynamic compliance (**C**) in response to elevating doses of methacholine. (**D**) Total number of ILC2s per lung. (**E**) Total number of CD45^+^ cells, eosinophils, neutrophils, and macrophages in BAL fluid. (**F**) Cytokine levels in the BAL fluid. (**G**–**L**) *Rag2^–/–^* mice were intraperitoneally injected with 5 mg/kg of anti–VISTA agonist antibody or isotype control, followed by intranasal challenge with *A*. *alternata* or PBS. (**H** and **I**) Lung resistance (**H**) and dynamic compliance (**I**) in response to elevating doses of methacholine. (**J**) Total number of ILC2s per lung. (**K**) Total number of CD45^+^ cells, eosinophils, neutrophils, and macrophages in BAL fluid. (**L**) Cytokine levels in the BAL fluid. Data are presented as mean + SEM and are representative of at least 2 independent experiments. Statistical significance was assessed using either 2-tailed Student’s *t* test (**D**–**F** and **J**–**L**) or 1-way ANOVA followed by Tukey’s post hoc test (**B**, **C**, **H**, and **I**); *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 9:**
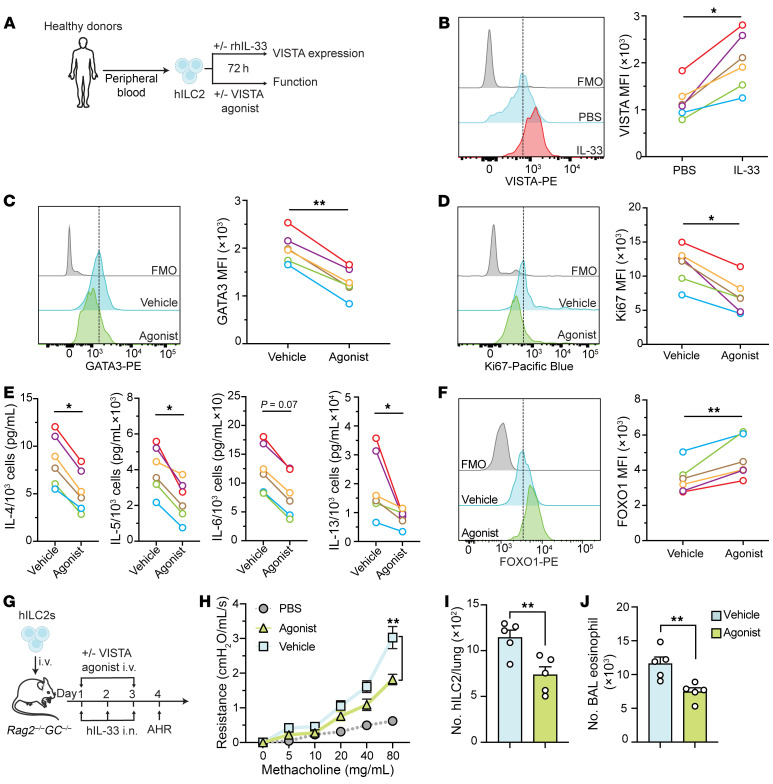
VISTA regulates human ILC2 function and alleviates ILC2-driven AHR in humanized mice. (**A**–**F**) Human peripheral ILC2s (hILC2s) were stimulated with or without rhIL-33 (100 ng/mL). (**B**) Representative plots of VISTA expression levels and corresponding quantification (as MFI). (**C**–**F**) hILC2s were treated with 5 μg/mL rhVSIG3 and vehicle control. (**C** and **D**) Representative plots of GATA-3 (**C**) and Ki67 (**D**) expression levels and corresponding quantification (as MFI). (**E**) Cytokine levels in hILC2 supernatant (per 10^3^ ILC2s). (**F**) Representative plots of FOXO1 expression levels and corresponding quantification (as MFI) following 1 hour treatment with rhVSIG3. (**G**–**J**) A total of 2 × 10^5^ hILC2s were transferred intravenously into *Rag2^–/–^GC^–/–^* mice, followed by intranasal challenge with rhIL-33. On days 1 and 3, mice intravenously received 2 mg/kg rhVSIG3 or vehicle. (**H**) Lung resistance in response to elevating doses of methacholine. (**I**) Total number of ILC2s per lung. (**J**) Total number of eosinophils in BAL fluid. Data are presented as mean + SEM and are representative of at least 2 independent experiments. Statistical significance was assessed using either 2-tailed Student’s *t* test (**B**–**F**, **I**, and **J**) or 1-way ANOVA followed by Tukey’s post hoc test (**H**); *P < 0.05, **P < 0.01.

## Version 1 01/02/2025

In-Press Preview

## Version 2 02/17/2025

Electronic publication

# Supplementary material for: FOXO1 pathway activation by VISTA immune checkpoint restrains pulmonary ILC2 functions
**Source:** J Clin Invest. 2025 Jan 2;135(4):e184932. doi: 10.1172/JCI184932
**Supplement:** Supplemental data

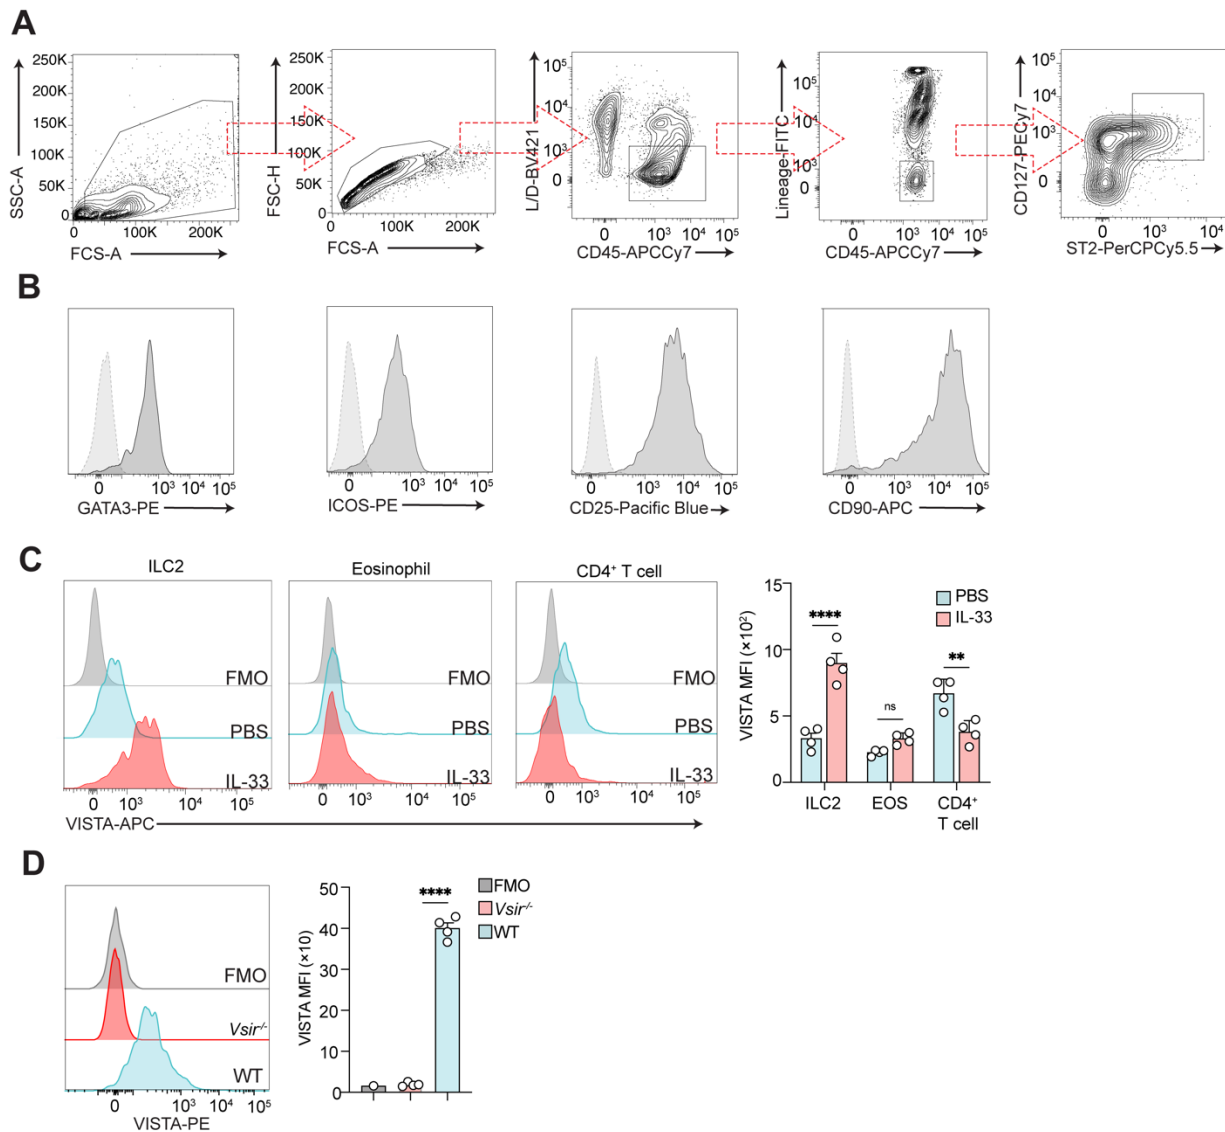

Supplemental Figure 1. Pulmonary ILC2 gating strategy and VISTA expression comparison.

(A) Representative gating strategy for ILC2. ILC2s were gated as live single cells expressing CD45, CD127, and ST2, and lacking lineage markers (CD3 ϵ , CD4, CD5, CD11b, CD11c, B220/CD45R, CD335/NKp46, TCR β , TCR $\gamma\delta$, Gr-1, Ter119, and Fc ϵ RIa). (B) Isolated ILC2s were then assessed for the expression of GATA-3, ICOS, CD25 and CD90 as a quality control for cell sorting. Over 95% of isolated cells were positive for all markers. (C) WT mice were intranasally challenged with either 0.5 μ g rmIL-33 or PBS for 3 days. On day 4, pulmonary ILC2s, eosinophils and CD4⁺ T cells were stained for flow cytometry readout. Representative plots of VISTA expression levels and corresponding quantification (as MFI). (D) WT and VISTA-deficient mice were intranasally challenged with either 0.5 μ g rmIL-33 or PBS for 3 days. On day 4, pulmonary ILC2s were stained for flow cytometry readout. Representative plots of VISTA expression levels and corresponding quantification (as MFI). Data are presented as mean+SEM and are representative of at least two independent experiments. Statistical significance was assessed using

either a two-tailed Student's t-test (C) or one-way ANOVA followed by Tukey's post-hoc test (D);
** $p < 0.01$, **** $p < 0.0001$.

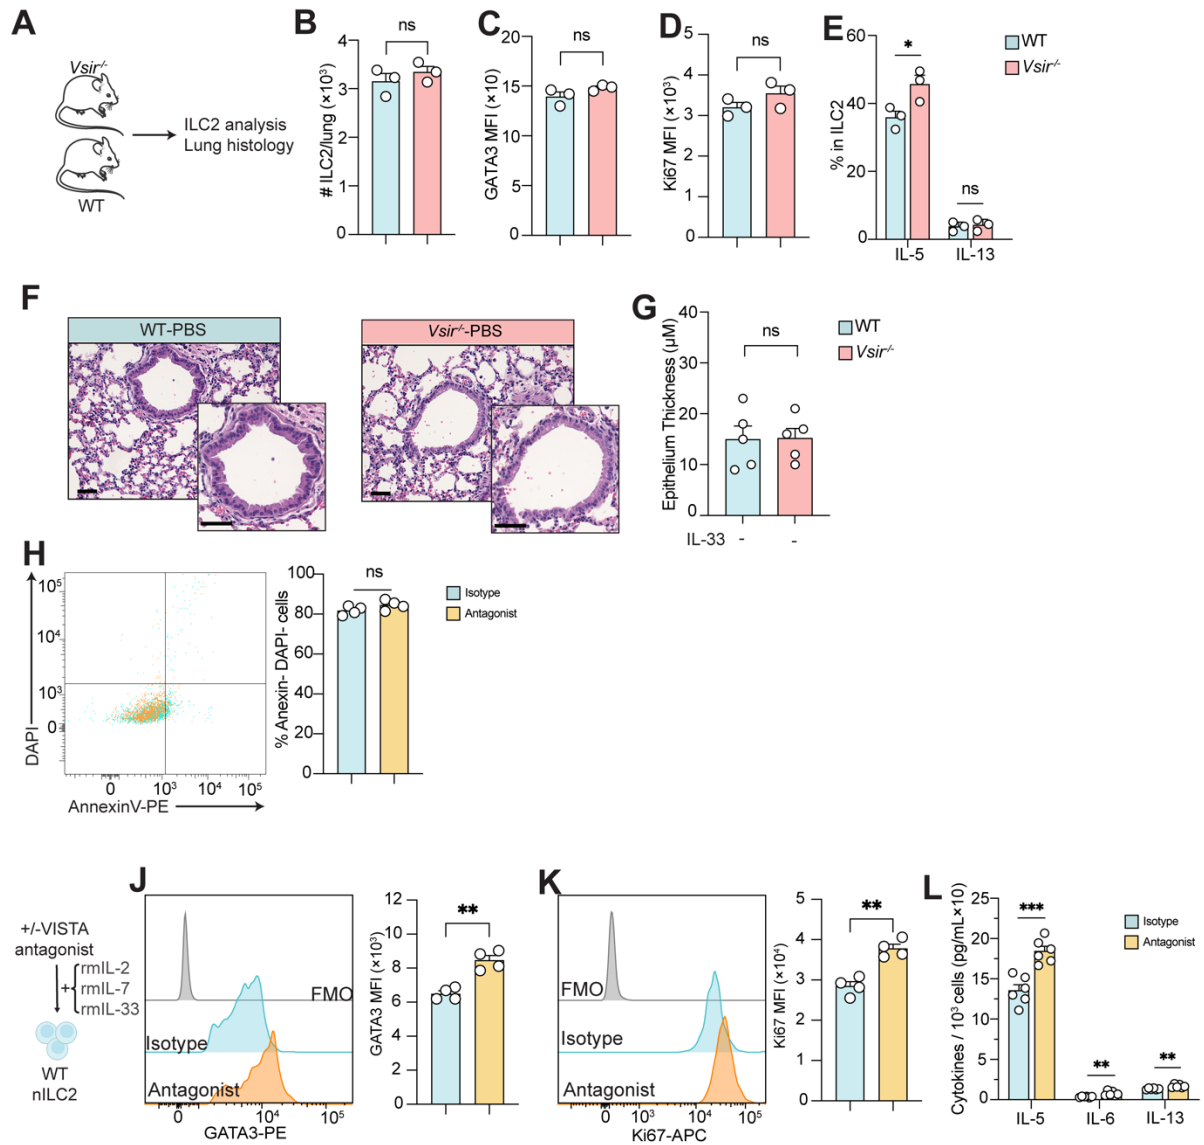

Supplemental Figure 2. Effects of VISTA blocking on ILC2s.

(A-G) Pulmonary ILC2s number (B), GATA-3 (C) and Ki67 (D) expression levels, IL-5+ ILC2s and IL13+ ILC2s (E), and lung epithelium thickness (F-G) were compared between WT and VISTA-deficient mice at steady state. (H) Representative dot plot for annexinV-DAPI apoptosis assay and corresponding quantitation of live cell frequency following treatment with anti-VISTA antagonist antibody (13F3). (I-L) WT naïve ILC2s were cultured with rmIL-2, rmIL-7 and rmIL-33 in the presence of VISTA antagonist antibody (13F3) or isotype control. (J-K) Representative plots of GATA-3 (J) and Ki67 (K) expression levels and corresponding quantification (as MFI). (L) Quantitation of IL-5, IL-6 and IL-13 levels in cell supernatant (per 10^3 ILC2s). Data are presented as mean+SEM and are representative of at least two independent experiments. Statistical significance was assessed using a two-tailed Student's t-test; * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$.

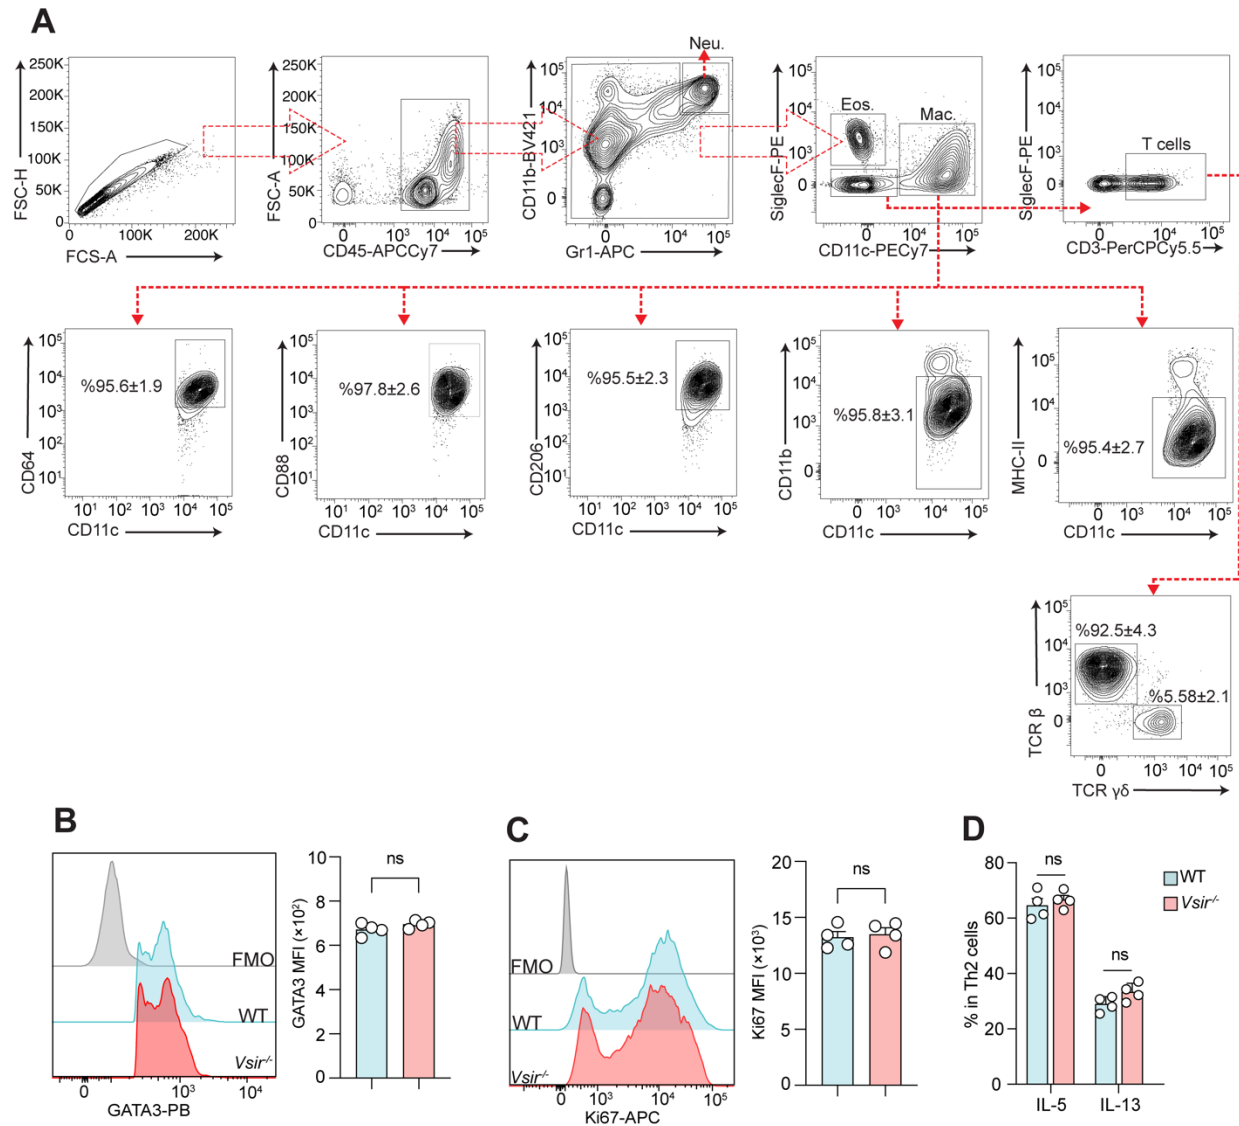

Supplemental Figure 3. BAL immune cell gating strategy and T_H2 activation comparison.

(A) Representative gating strategy for leukocytes ($CD45^+$), eosinophils ($CD45^+$, $Gr-1^-$, $CD11c^-$, $SiglecF^+$), neutrophils ($CD45^+$, $SiglecF^-$, $Gr1^+$, $CD11b^+$), macrophages ($CD45^+$, $Gr1^-$, $CD11c^+$), and T cells ($CD45^+$, $CD3^+$). Macrophages were further assessed for $CD64$, $CD88$, $CD206$, $CD11b$, $MHC-II$, and over 95% were $CD64^+$, $CD88^+$, $CD206^+$, $CD11b^{low/-}$, $MHC-II^{low/-}$. T cells were further assessed for $TCR\ \beta$ and $TCR\ \lambda\delta$. (B-D) WT and VISTA-deficient mice were intranasally challenged with 0.5 μg rmIL-33 or PBS during 3 days. On day 4, pulmonary T_H2 cells were assessed for activation status. Representative plots of GATA-3 (B) and Ki67 (C) expression levels and corresponding quantification (as MFI). (D) Frequency of IL-5 $^+$ cells and IL-13 $^+$ cells in T_H2 cells. Data are presented as mean+SEM and are representative of at least two independent experiments. Statistical significance was assessed using a two-tailed Student's t-test; ns. non-significant;

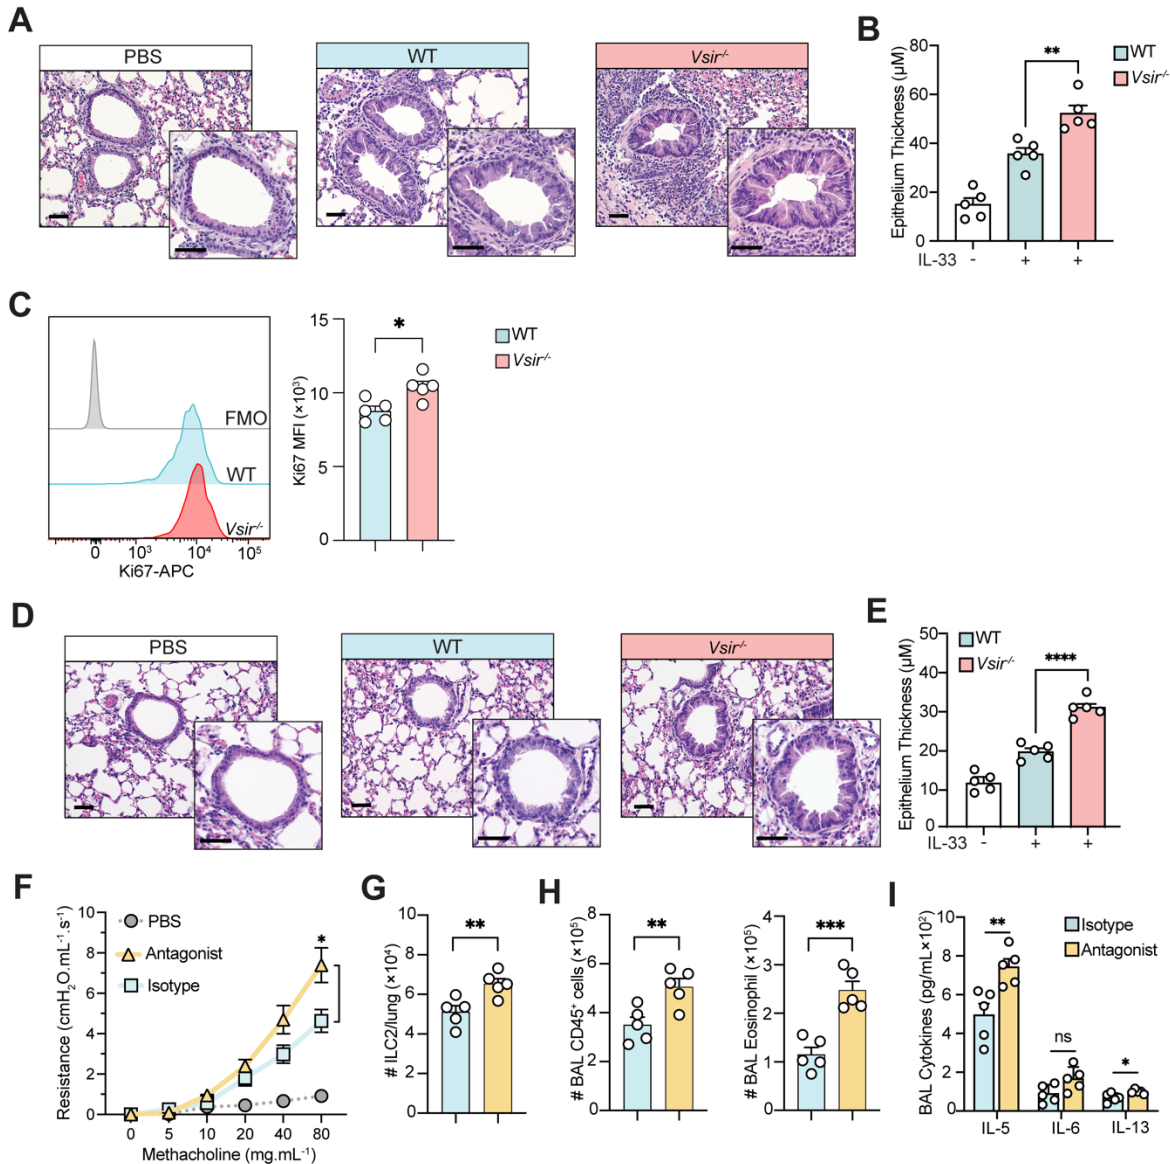

Supplemental Figure 4. Histological examination, Ki67 expression, and in vivo VISTA blocking.

(A-B) WT and VISTA-deficient mice were intranasally challenged with 0.5 μ g rmIL-33 or PBS during 3 days. On day 4, lung histology was examined. (A) Representative hematoxylin and eosin (H&E) stained lung sections; scale bars=50 μ m. (B) Quantification of alveolar epithelium thickness. (C-E) WT and VISTA-deficient mice received 3 days of intranasal rm-IL33, and pulmonary aILC2s were then isolated. Cohorts of *Rag*^{-/-}*GC*^{-/-} alymphoid mice were intravenously injected with 10⁵ aILC2s isolated from WT or VISTA-deficient mice. Recipient mice were intranasally challenged with 1 μ g rmIL-33 or PBS for 3 days. On day 4, Ki67 expression levels of pulmonary ILC2s and lung histology was examined. (C) Representative plots of Ki67 expression levels and corresponding quantification (as MFI). (D) Representative hematoxylin and eosin (H&E) stained lung sections; scale bars=50 μ m. (E) Quantification of alveolar epithelium thickness. (F-I) WT mice were intraperitoneally injected with 5 mg/kg of anti-VISTA antagonist antibody or isotype control, followed by intranasal challenge with rmIL-33 or PBS. (F) Lung

resistance in response to elevating doses of methacholine. **(G)** Total number of ILC2s per lung. **(H)** Total number of CD45⁺ cells and eosinophils in BAL fluid. **(I)** Cytokine levels in the BAL fluid. Data are presented as mean+SEM and are representative of at least two independent experiments. Statistical significance was assessed using either a two-tailed Student's t-test (C and G-I) or a one-way ANOVA followed by Tukey's post-hoc test (B, E and F); * $p < 0.05$, ** $p < 0.01$, *** $p < 0.0001$.

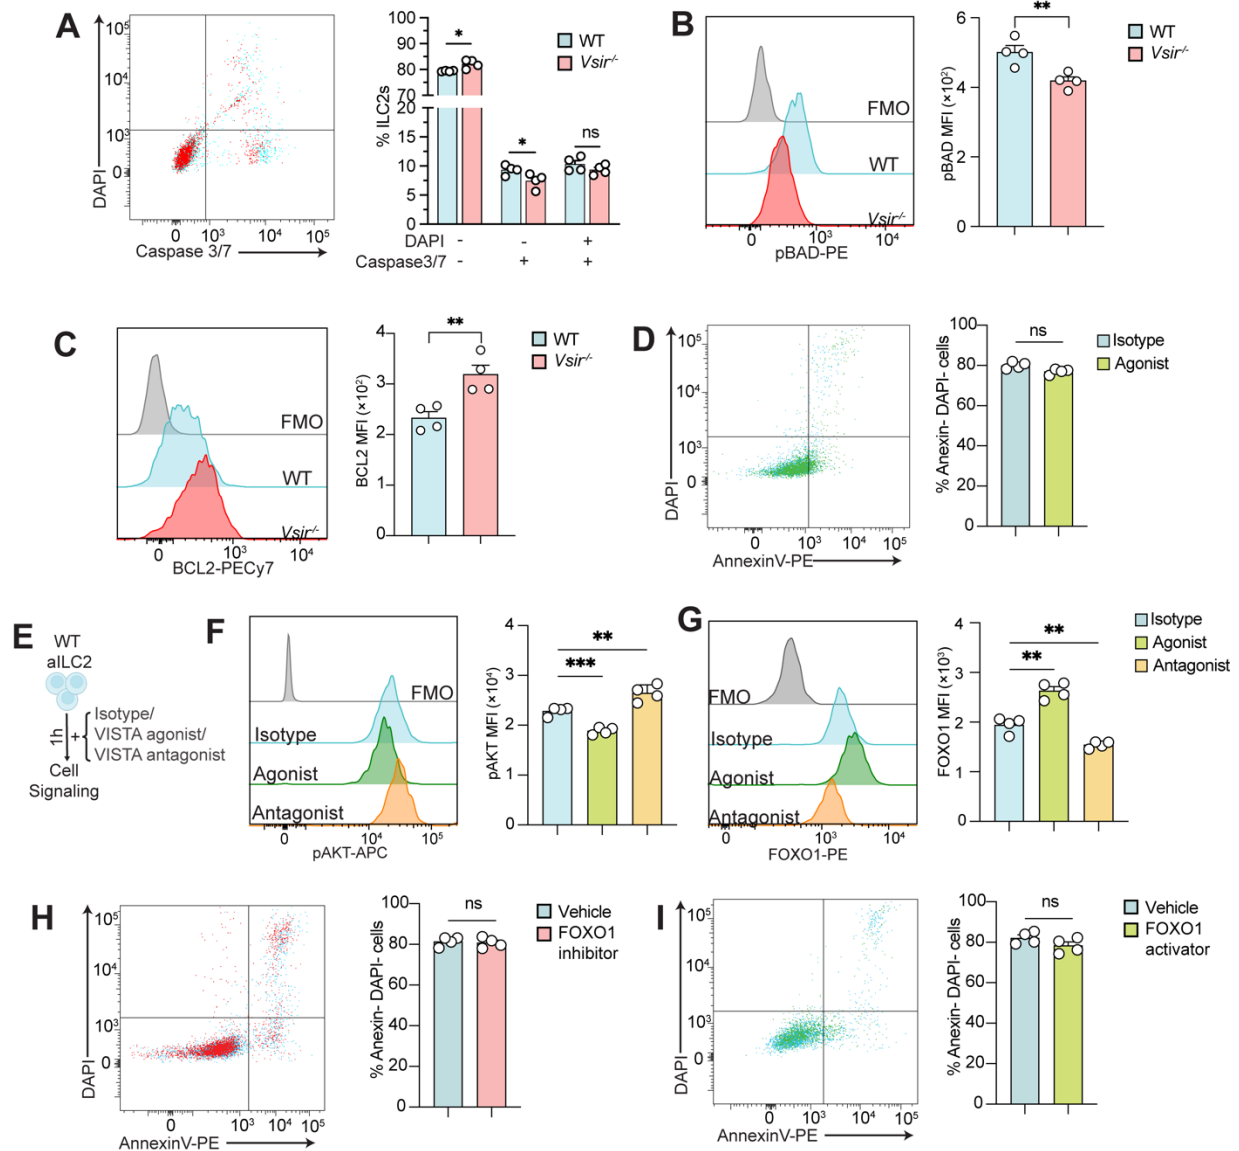

Supplemental Figure 5. Apoptosis assay and FOXO1 expression following VISTA agonist/antagonist treatment.

(A-C) WT and *Vsir*^{-/-} ILC2s were stained with CellEvent Caspase-3/7 Green reagent and DAPI, anti-phosphorylated BAD (pBAD) antibody, or anti-BCL2 antibody. (A) Representative dot plot for Caspase3/7-DAPI staining and corresponding quantifications as frequency. (B-C) Representative plots of pBAD (B) and BCL2 (C) expression levels and corresponding quantification (as MFI). (D) Representative dot plot for annexinV-DAPI apoptosis assay and corresponding quantitation of live cell frequency following treatment with VISTA agonist. (E-G) WT naïve ILC2s were ex vivo stimulated with rmIL-33. Ex vivo activated ILC2s were then treated with either VISTA agonist, antagonist, or isotype for 1 hour. (F-G) Representative plots of pAKT (F) and FOXO1 (G) expression levels and corresponding quantification (as MFI). (H-I) Representative dot plot for annexinV-DAPI apoptosis assay and corresponding quantitation of live cell frequency following treatment with FOXO1 inhibitor (H), and FOXO1 activator (I). Data are presented as mean+SEM and are representative of at least two independent experiments. Statistical

significance was assessed using either a two-tailed Student's t-test (A-D and H-I) or a one-way ANOVA followed by Tukey's post-hoc test (F-G); * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$.

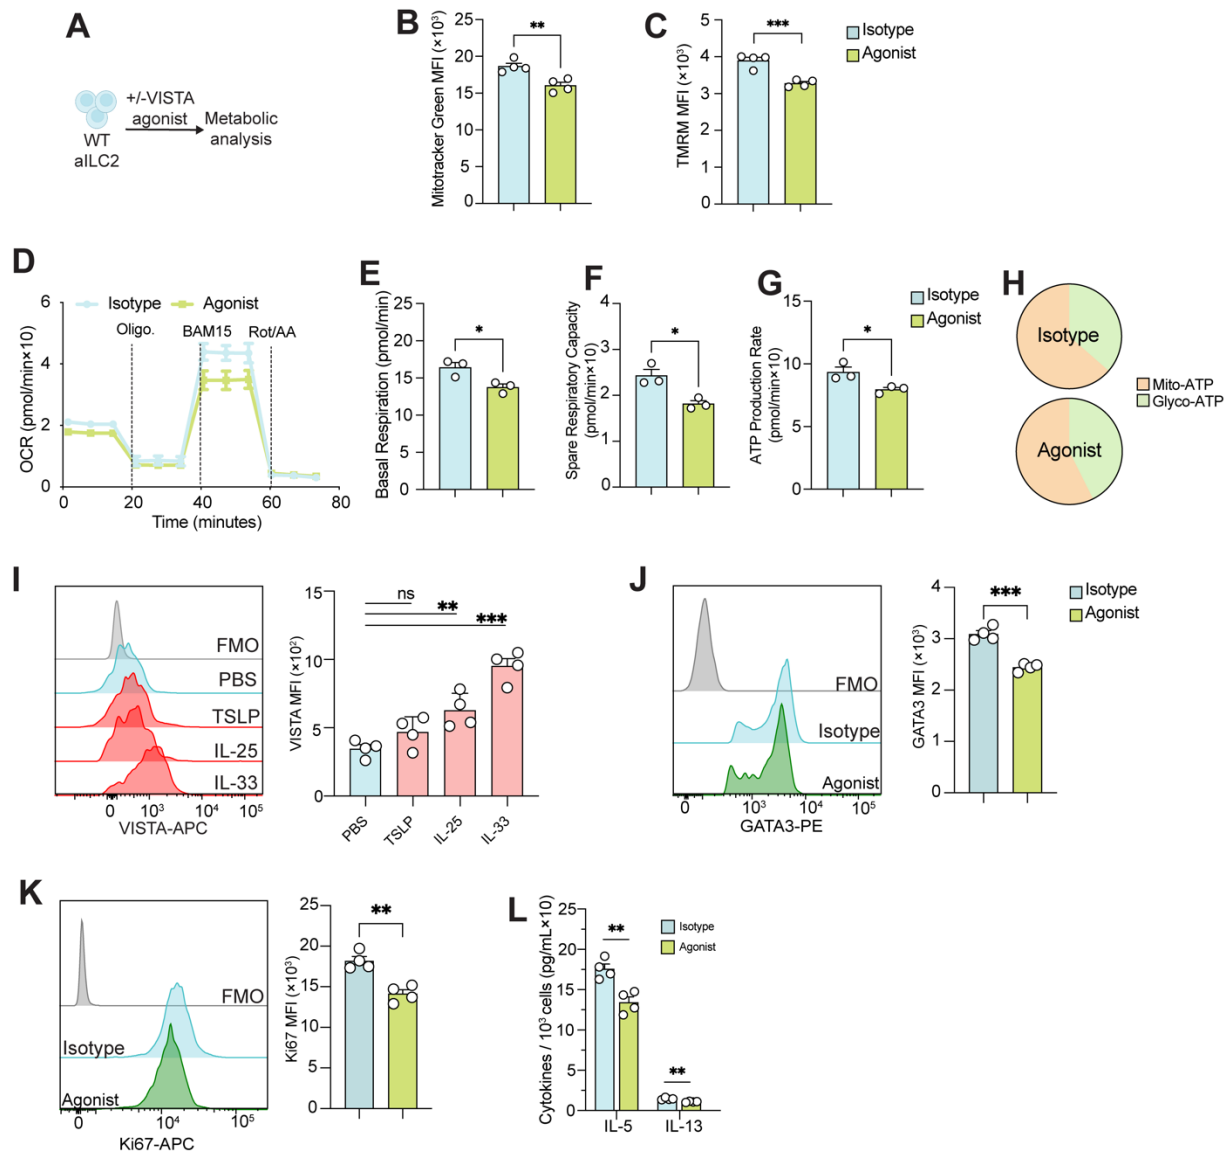

Supplemental Figure 6. Effect of VISTA ligation on metabolism and function of ILC2s.

(A-H) WT aILC2s were treated ex vivo with VISTA agonist and metabolic assessment were performed. (B-C) Representative plots of Mitotracker Green (B) and TMRM (C) expression levels and corresponding quantification (as MFI). (D-H) Mitochondrial respiratory profile. (D) Oxygen consumption rate (OCR) in response to Oligomycin, BAM15, and Rotenone + antimycin A sequential injections. (E-H) Basal respiration (E), spare respiratory capacity (F), ATP production rate (G), mitochondrial (mito-ATP) and glycolytic (glycol-ATP) ATP production (H). (I-L) WT mice were intranasally challenged with 0.5 μg of either rmIL-33, rmIL-25, rmTSLP or PBS during 3 days. On day 4, pulmonary ILC2s were stained for either FACS-sorting or flow cytometry readout. (I) Representative plot of VISTA expression levels and corresponding quantification (as MFI). (J-L) Pulmonary IL-25-activated ILC2s were FACS-sorted and cultured with rmIL-2 and rmIL-7 in the presence of either VISTA agonist or isotype. (J-K) Representative plots of GATA-3 (J) and Ki67 (K) expression levels and corresponding quantification (as MFI). (L) Quantification of IL-5 and IL-13 levels in ILC2 supernatant (per 10^3 ILC2s) following addition of VISTA agonist.

Data are presented as mean+SEM and are representative of at least two independent experiments. Statistical significance was assessed using either a two-tailed Student's t-test (B-G and J-L) or a one-way ANOVA followed by Tukey's post-hoc test (I); * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, ns: non-significant.

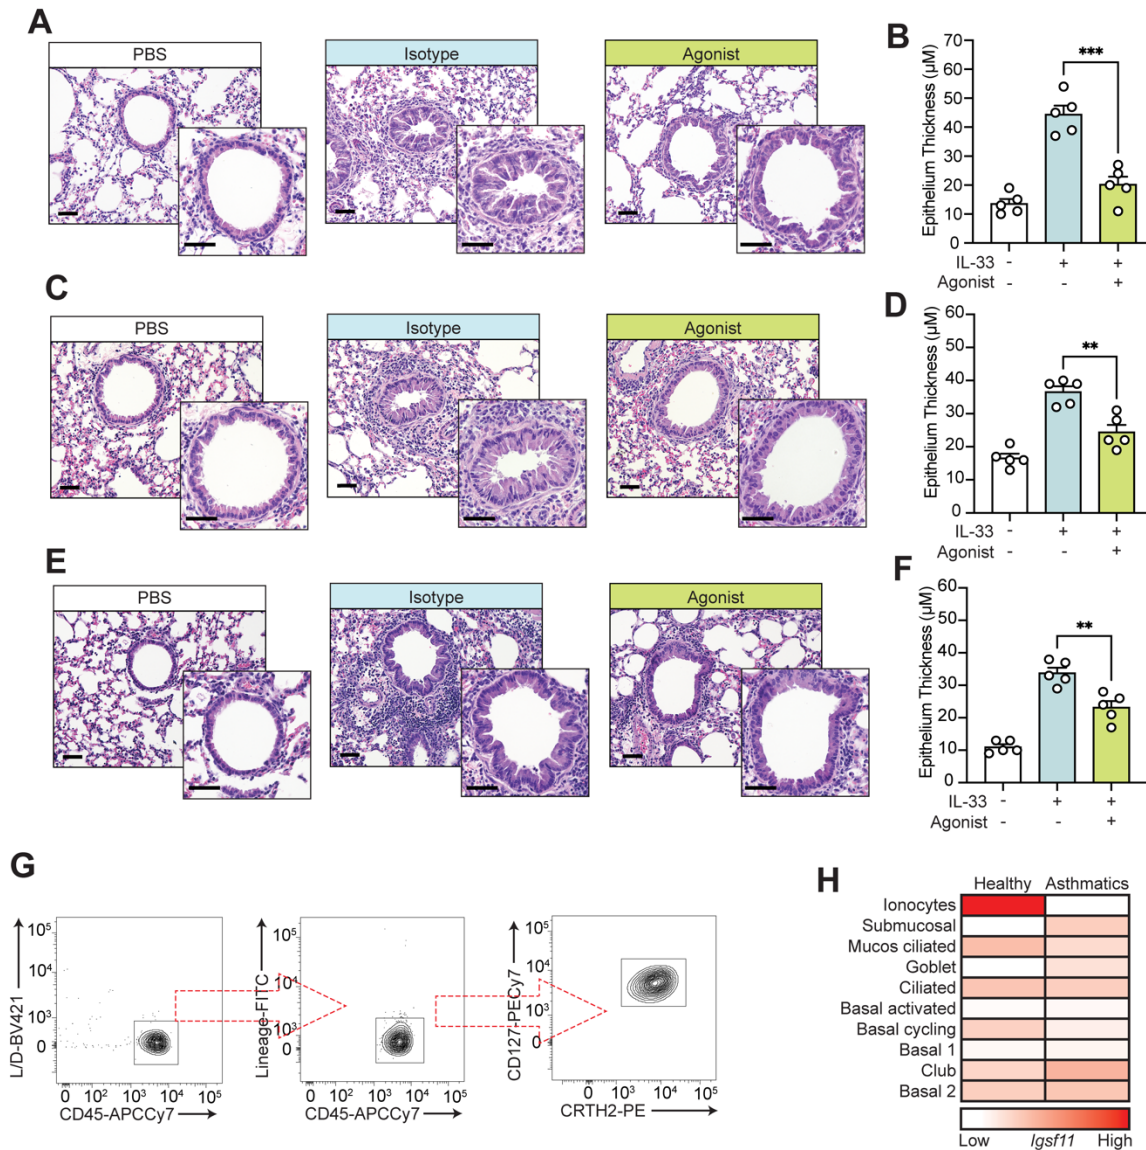

Supplemental Figure 7. Pulmonary histological examination and human ILC2 gating strategy. (A-B) WT mice were intraperitoneally injected with 5 mg/kg of anti-mouse VISTA agonist antibody or isotype control, followed by intranasal challenge with 0.5 μ g rmIL-33 or PBS for 3 days. On day 4, lung histology was examined. (A) Representative hematoxylin and eosin (H&E) stained lung sections; scale bars=50 μ m. (B) Quantification of alveolar epithelium thickness. (C-D) *Rag2*^{-/-} mice were intraperitoneally injected with 5 mg/kg of anti-mouse VISTA agonist antibody or isotype control, followed by intranasal challenge with 0.5 μ g rmIL-33 or PBS for 3 days. On day 4, lung histology was examined. (C) Representative hematoxylin and eosin (H&E) stained lung sections; scale bars=50 μ m. (D) Quantification of alveolar epithelium thickness. (E-F) *Rag2*^{-/-} mice were intraperitoneally injected with 5 mg/kg of anti-mouse VISTA agonist antibody or isotype control, followed by intranasal challenge with 100 μ g of *A. alternata* or PBS for 4 days. On day 5, lung histology was examined. (E) Representative hematoxylin and eosin (H&E) stained lung sections; scale bars=50 μ m. (F) Quantification of alveolar epithelium thickness. (G) Representative gating strategy for human ILC2. Human ILC2s were gated as live

single cells expressing CD45, CD127, and CRTH2, and lacking lineage markers (CD3, CD5, CD14, CD16, CD19, CD20, CD56, CD235a, CD1a, CD123). **(H)** The expression of VSIG3 (*Igsf11*) within lungs of healthy subjects versus asthma patients. Data were analyzed from a previously published and publicly available data set (PMID:31209336). Data are presented as mean+SEM and are representative of at least two independent experiments. Statistical significance was assessed using one-way ANOVA followed by Tukey's post-hoc test; **p < 0.01, ***p < 0.001;

Supplemental Table 1. Top upregulated genes in *Vsir^{high}* ILC2s.

1	<i>Vsir</i>	7	<i>Rin2</i>	13	<i>Clec1b</i>	19	<i>Adap2os</i>	25	<i>Rnase2a</i>	31	<i>Clec4b1</i>
2	<i>Col6a2</i>	8	<i>Plxna4os1</i>	14	<i>Thrb</i>	20	<i>Rnf150</i>	26	<i>Mcf2l</i>	32	<i>Mtus1</i>
3	<i>Tfec</i>	9	<i>Ms4a7</i>	15	<i>Sdk2</i>	21	<i>Msr1</i>	27	<i>Ctf2</i>	33	<i>Soga1</i>
4	<i>Adgrl4</i>	10	<i>Myof</i>	16	<i>Adap2</i>	22	<i>Fmn12</i>	28	<i>Hbq1b</i>	34	<i>Kcnj8</i>
5	<i>Hp</i>	11	<i>Mylk</i>	17	<i>Zdbf2</i>	23	<i>Nsg2</i>	29	<i>Podxl</i>	35	<i>Rab30</i>
6	<i>Cd33</i>	12	<i>Sirpb1c</i>	18	<i>Tmem204</i>	24	<i>Wfdc17</i>	30	<i>Serpib9b</i>	36	<i>Psd2</i>

Activated ILC2s were stratified into *Vsir^{high}* and *Vsir^{low}*, based on their *Vsir* transcript levels, using the 25% of the population with the lowest expression levels (Q1) as *Vsir^{low}* and the 25% with highest expression (Q4) as *Vsir^{high}* cells. Top genes most upregulated in *Vsir^{high}* population, based on statistically significant fold changes compared to *Vsir^{low}* population.

How the deposited data were processed for this re-analysis (not part of the article)

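RNA of activated pulmonary ILC2s was measured by bulk RNA-Seq in 3 WT and 3 Vsir-/- libraries. The labels give 0.5 µg of intranasal rmIL-33 on 3 days, isolation on day 4, 10 pg of RNA per library and a SMARTer kit. As deposited, the values are estimated counts per gene, made by the authors with Partek 10.0, STAR 2.7.8 and the mm10 genome; DESeq2 is named among their tools without a version, and neither the annotation nor a filter is stated. Between 60.8% and 69.5% of the values of a library lay within 0.01 of a whole number, and the libraries' totals differed, which marks counts that were not scaled. All 6 columns of samples were used. A gene symbol was placed on GRCm38 for 95.5% of the tested genes, and the others have no position here.

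The counts were rounded to whole numbers, where the design set before the data were examined named the counts as deposited. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used. Of the genes listed, 19 were at 0 in all libraries, and filterByExpr (min.count of 10, min.total.count of 15) left 13166. TMM factors lay between 0.989 and 1.02, and the 50 most abundant genes took 14.0% to 15.6% of the counts. The quasi-likelihood F test of edgeR compared the genotypes with no other term in the model (common dispersion 0.0149), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors are the unshrunken log2 coefficient divided by the root of F, and 95% confidence intervals come from them and the t distribution. A count of 3 sets the limit for genes at 0, and limits and binomial intervals cover counting error only, since amplified reads are not independent molecules.

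Gene lists of pathways and cell type markers were tested with limma's camera on the edgeR fit, at a preset inter-gene correlation of 0.01 and again with an estimated one, and with fry, which tests whether a list's genes move on balance one way. The 33 lists with at least 3 tested members were adjusted together, and this minimum was chosen after the design. Genes read from Figures 4 and 6 were counted, not tested as lists, since the study chose them on these libraries. Genes were named by a rule set before the data were examined: those the paper names or draws for these libraries; the 12 with the largest log2 fold change in each direction past the threshold, with at least 10 CPM in the higher genotype and no overlap, leaving out predicted genes and antigen receptor segments; up to 4 members of each list by smallest p; and the most abundant marker of each other cell type. Members of lists outside this rule were named after their values were seen, and the text says so. Some of the genes that the paper names or draws are not reported here.

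The design took the replicate numbers as not stated to pair the libraries. Over 8567 genes with at least 10 CPM, the deviations of equally numbered libraries from their genotype's mean correlated at -0.0858, 0.201 and -0.449 for replicates 1, 2 and 3, and none was highest with its own number, so no pairing was used. Replicates 1 and 2 of each genotype share a number in their labels, and WT replicates 2 and 3 carry the label suffix S0, which no other library has. The paper's text and the labels do not state whether the libraries come from separate mice. A chi-square test found more than sampling noise between the libraries in all 6 pairs within a genotype, so none was counted as a copy of another. Preparations of 1 sample can differ by more than this noise as well, so the test does not show separate samples.

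The alternatives set before the data were examined were DESeq2, edgeR with RLE factors, limma voom with sample quality weights, no filter, only genes with a mean of at least 5 CPM, a block for replicate numbers, counts thinned to the lowest total, replicates 1 and 2 summed, only libraries with a suffix other than S0, each library left out in turn, other thresholds, an estimated correlation, fry, and lists without the genes drawn by the study. Use of 1 library per label number was added after the data were seen. A change of sign counted as a reversal only where 1 of the values passed the threshold; 52 changes of sign between values that do not pass, 14 of them in lists and genes with their own design entry, were not counted. The methods were tested on simulated data of 6 libraries with 200 of 13166 genes changed. There edgeR recovered 69.0% of the genes changed by 1.5-fold and 100% of those changed by 3-fold, with 14 false calls of 183, DESeq2 77.0% and 100% with 21 of 198, and limma voom 65.0% and 100% with 9 of 174. Of 40 simulated lists, the 1 whose genes changed by 1.3-fold had an adjusted p of 3.44e-21 with camera, 0.0126 with an estimated correlation and 0.00153 with fry, and no unchanged list was called. The simulated genes varied independently and far fewer changed than in the real data. The simulation therefore does not test false calls of lists whose genes are correlated. The paper's coexpression network and its pathway analysis were not repeated. Single-cell RNA sequencing, protein and flow cytometry data are not analysed here.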

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

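Of the tests below, all were chosen after the result was seen except the gene lists' own tests and the test of pairs of genes 1 to 5 Mb apart.

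The first pattern is a shift of several gene groups in Vsir-/- aILC2s; the paper discusses NF-kB proteins and some of the genes, among them cytokines, Gata3 and Mki67. NF-kB members and targets rose in 18 of 23 genes (19 when adjusted over the list alone) and Nfkb1, named after its value was seen, fell (-1.53), with a median log2 fold change of 1.15 (camera, adjusted p = 1.33e-18, and adjusted p = 0.0199 with an estimated correlation); immediate early genes (camera, adjusted p = 1.38e-07) and heat shock genes (camera, adjusted p = 3.29e-05) were higher as well, while cell cycle and ILC2 identity genes were lower, 4 calls that are lost with an estimated correlation (adjusted p = 0.0721, 0.0732, 0.0838 and 0.151 from camera). RNA of other cell types diluting that of ILC2s would lower ILC2 identity genes together and raise other markers alike. Of the ILC2 identity genes 24.1% (7 of 29) rose, but so did 2484 of all 13166 tested genes, so this share cannot exclude dilution. Of 8 marker lists of other cell types, some of whose genes ILC2s may carry themselves, 3 were lower and 1 was higher by camera. None of these 4 was called with an estimated correlation. For 2 of them the call is lost without single libraries. B cell markers, not called over all libraries, were higher without Vsir-/- replicate 3 (adjusted p = 5.62e-06 from camera). RNA of B cells in Vsir-/- replicates 1 and 2 thus stays open, though the paper's gate leaves out cells with CD45R. For the immediate early genes, a median SD of 0.131 among all Vsir-/- libraries against a median of 1.08 between genotypes argues against such RNA as the source of their rise. Handling of the cells before lysis that differed between the genotypes cannot be told apart from the genotype: the immediate early genes had a median of 1.08 between genotypes against median SDs of 0.133 in WT and 0.131 in Vsir-/- libraries, and the labels speak of both fresh and cultured cells. A batch marked by the suffix S0 cannot be told apart either, since WT replicate 1 is the only WT library without it; over 104 changed members its position was -0.0359 on a scale from 0, the other WT libraries, to 1, the Vsir-/- libraries (0.0513 over all tested genes), and a lasting difference between cells with and without VISTA stays open and untested.

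The second pattern is the set of genes changed over 4-fold, which the largest changes outside the genes the paper discusses belong to. The Vsir-/- allele was not made in BALB/c mice. A segment of another strain around Vsir that explained most of these genes would hold most of them. Of those with a position, 0.946% (3 of 317) lay within 20 Mb of Vsir. That window holds 218 of the 12572 tested genes with a position, so a low share was likely in advance. Such a segment may account for the genes inside it, and its effects on genes elsewhere were not tested. Segments elsewhere would bring pairs of them close together. Starts lay 1 to 5 Mb apart in 193 pairs, where shuffled positions gave a mean of 202 and 95% of values between 167 and 244 (permutation test, p = 0.67, 2000 shuffles). A few segments with few changed genes each could stay within this range, so the test does not exclude them. At shorter distances, 30 pairs of adjacent tested genes were both changed over 4-fold (23 in the same direction) against a shuffled mean of 8.07 (permutation test, p = 1e-04, the smallest that 10000 shuffles can give), among them, chosen after their values were seen, Csn1s1 and Csn2, Ido1 and Ido2, and Il9 and Fbxl21. Shared regulation of neighbours and segments under 1 Mb may each account for this, and neither was tested.

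The third pattern is that replicates 1 and 2 of each genotype resemble each other more than replicate 3. If they were preparations of 1 sample, rare antigen receptor segments would be shared by them. Of 7 variable segments of antigen receptors, 4 had at least 10 counts in exactly 2 libraries. Of these, 100% had them in Vsir-/- replicates 1 and 2 (Ighv1-14, Ighv2-2, Igkv3-7 and Igkv5-45). For a segment taken alone, chance gives 13.3% for replicates 1 and 2 of either genotype, and less for the Vsir-/- pair only. The 4 segments had 0 counts in every WT library, so the WT replicates could not show such sharing. With 4 segments in 1 genotype, preparations of 1 sample cannot be told apart from separate samples. No biological explanation was tested.

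The remaining results are signals in genes that the paper does not discuss. Genes of the interferon response were lower in 13 of 18 and higher in none, also when adjusted over the list alone (Irf7, -2.49; Usp18, -2.93; median -0.87; camera, adjusted p = 2.41e-07, and adjusted p = 0.0732 with an estimated correlation). Proteins of the cytosolic ribosome had 46 of 84 genes higher and none lower (47 when adjusted over the list alone; median 0.41; camera, adjusted p = 2.19e-05, and adjusted p = 0.729 with an estimated correlation), and those of the mitochondrial ribosome 28 of 78 and none (27 when adjusted over the list alone; median 0.21; camera, adjusted p = 8.61e-04, and adjusted p = 0.729 with an estimated correlation). Glycolysis genes were higher in 10 of 20, lower in 1 and not past the test in 9, also when adjusted over the list alone (camera, adjusted p = 0.0145, and adjusted p = 0.161 with an estimated correlation).

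Markers of T cells were lower (camera, adjusted p = 0.00996), as were monocyte and dendritic cell markers (camera, adjusted p = 0.0254) and epithelial markers (camera, adjusted p = 0.0408), and ILC3 markers were higher (camera, adjusted p = 0.0161). None of these 4 lists is called with an estimated correlation, and leaving out WT replicate 1, 2 or 3 or Vsir-/- replicate 1 ends the second call (adjusted p from 0.0504 to 0.0855), and WT replicate 2 or Vsir-/- replicate 1 the epithelial one (0.0531 and 0.0576). The most abundant of their members with a change were Ccr2 (917 ± 151 CPM in WT, 198 ± 23.2 in Vsir-/-), Trbc2 (102 ± 10.5 and 45.8 ± 3.99), Epcam (20.3 ± 1.31 and 4.65 ± 0.697) and Il22. The paper's gate takes cells with CD45, CD127 and ST2 and without lineage markers, among them those of T cells, B cells, NK cells and myeloid cells.

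Of single genes, Egfr had a log2 fold change of 7.02 (higher in 3 of 3 Vsir-/- libraries). Ptgs2, a cyclooxygenase, had 6.89, on 8 counts in the 3 WT libraries together (7.78 without WT replicate 3). Pth, parathyroid hormone, had 6.44, from 0.492 ± 0.106 to 43.8 ± 17.9 CPM, and Csn1s1, a casein, had 6.30, from 0.210 ± 0.0226 to 17.1 ± 4.64 CPM. Npas2, a gene of the circadian clock, had -3.25, Dnah17, a dynein chain, -3.31, Isg20, an exonuclease induced by interferon, -3.58, and Gzma -3.90.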

How the results depend on the processing

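Use of 1 library per label number was chosen after the data were seen; every other alternative was planned. No result reversed among those where a value passes the threshold. Of the genes called in the main comparison, between 69.6% and 98.6% were also called with DESeq2, RLE factors, voom, other filters, the replicate block, thinning, summing or each library left out, and none in the opposite direction. With 1 library per label number the share was 61.2% for replicates 1 and 3 and 60.6% for replicates 2 and 3. It was lower still without the S0 libraries, which leaves 1 WT library. The genes called numbered 3922 to 4950 when 1 library was left out (fewest without WT replicate 1) and 4094 with a replicate block, and the higher share lay between 45.9% and 51.3%. RLE factors and DESeq2 moved the median of all genes by 0.0126 and 0.0164 on the log2 scale. Of the 189 named genes called, up to 16 lost their call without 1 library, 24 with replicates 1 and 2 of each genotype summed, 14 with the replicate block and 43 without the S0 libraries. The depth limits genes under about 0.191 CPM in the shallowest library.

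Without the S0 libraries (1 WT against 3, the lone library assumed to vary like the others), 2480 genes were called, 1206 higher and 1274 lower, with 45 genes of the figures, and the adjusted p of the assembly factors was 0.0538; fewer samples make fewer calls. With replicates 1 and 3 of each genotype, 3240 genes were called (1591 higher, 1649 lower), and with replicates 2 and 3, 3216 (1491 and 1725). At an unadjusted p under 0.05 and a fold over 1.5, 3180 genes were called by edgeR (1414 higher) and 3253 by DESeq2 (1519 higher, 1734 lower), and at an adjusted p under 0.05 and a fold over 1.5, 2954 by edgeR (1332 higher, 1622 lower).

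With an estimated correlation, the adjusted p was 0.0732 for type 2 effector cytokines, 0.151 for ILC2 identity and activation, 0.0838 for cell cycle and 0.729 for respiratory chain assembly factors, and 1 of the other lists was called against 12. Fry gave 0.0408 for FOXO factors and antagonists of AKT, lower; 0.0163 for genes activated by FOXO1 in lymphocytes, 0.00124 for apoptosis-restraining genes and 0.0647 for respiratory chain assembly factors, higher; and 4.84e-04 for fatty acid oxidation, lower. With a mean of at least 5 CPM, genes activated by FOXO1 in lymphocytes had an adjusted p of 0.0298 and respiratory chain assembly factors of 0.0729. Without the genes drawn by the study, type 2 effector cytokines had 0.112 and respiratory chain assembly factors 0.459. The latter ranged from 0.0127 (without WT replicate 2) to 0.177 (without WT replicate 3) when 1 library was left out. Where fewer genes or samples are not the reason, the cause was not tested.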

Differences from the paper's values

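All alternatives named here were set before the data were examined, except the use of 1 library per label number, which was chosen after seeing the values.

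The paper's text gives 3223 differentially expressed genes and states no threshold; here 5124 genes were called at an adjusted p under 0.05 from edgeR. Fig. 4B draws lines that, read by eye, lie near an unadjusted p of 0.05 and 1.5-fold, and at these thresholds 3180 genes were called by edgeR and 3253 by DESeq2, close to the paper's count. The count lies within 1.5 times the paper's with a mean of at least 5 CPM (4262), the replicate block (4094), replicates 1 and 2 summed (3708), without the S0 libraries (2480), without WT replicate 1 (3922), WT replicate 2 (4273), Vsir-/- replicate 1 (4460) or Vsir-/- replicate 2 (4253), at an unadjusted p under 0.05 and a fold over 1.5 with edgeR (3180) or DESeq2 (3253), and at an adjusted p under 0.05 and a fold over 1.5 (2954). It does not with DESeq2, RLE factors, voom, no filter, thinning, without WT replicate 3 or Vsir-/- replicate 3, or at an unadjusted p alone. With 1 library per label number, chosen after seeing the values, it was 3240 and 3216, and 26 and 31 of the 189 named genes called lost their call.

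For Foxo1, the paper's log2 fold change is about -1.6 in Fig. 4B, read by eye, and the value here is -0.0834, with a confidence interval that ends at -0.28 on the paper's side; no alternative reaches the paper's value (-0.12 to -0.01). For Il9, the paper's is about 5.2 in Fig. 4B, read by eye, and here 6.81, between 6.65 and 7.07 in all alternatives. For Il5, the paper's is about 2.4 in Fig. 4B, read by eye, and here 0.92, between 0.86 and 1.02 in all alternatives. A gene's value was counted as different where its sign changed or its distance from the figure exceeded the larger of the main fit's standard error and 0.2. For Il13, the paper's is about 2.4 in Fig. 4B, read by eye, and here 1.53 (standard error 0.32). It comes within that distance without the S0 libraries (2.09) and without WT replicate 2 (2.08), and in no other alternative (from 1.29). With DESeq2 Il13 was at 1.55 with a standard error of 0.51, so the rule alone does not show a conflict with the figure. For Gata3, the paper's is about 2.7 in Fig. 4B, read by eye, and here -0.80, with the opposite sign and between -0.85 and -0.70 in all alternatives. In the main fit Il6 (5.13) and Vsir (-7.15) did not differ from the figure, though Il6 does without the S0 libraries (5.93), without WT replicate 1 (4.91) and without Vsir-/- replicate 3 (5.00), and Vsir with limma voom (-6.75) and without Vsir-/- replicate 1 (-6.65) or 3 (-6.62). Without Vsir-/- replicate 2 the Vsir-/- libraries hold no count of Vsir, and its fold is only a bound. The figure does not show whether each gene label of Fig. 4B points at the intended dot. Read by eye, the ends of the colour scale in Fig. 4E lie near the log2 fold changes of Il9 and of Trp73 (-3.51) here. Only if those ends stand for these 2 genes do Fig. 4B and Fig. 4E differ for Il9, which the figure does not show.

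The paper states that Foxo1 and Sirt1 were lower in Vsir-/- aILC2s. Their log2 fold changes were negative here and did not pass the test (Sirt1, -0.11, adjusted p = 0.798 from edgeR). The paper also reports less FOXO1 protein and more phosphorylated AKT in Vsir-/- aILC2s, which are other measures. It states that transcripts of the AKT isoforms were higher. Akt1 had a log2 fold change of -0.04 and Akt2 of 0.20, neither past the test; Akt2 passed it with limma voom (adjusted p = 0.0266) and without Vsir-/- replicate 3 (adjusted p = 0.0343 from edgeR).

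The paper states that Foxo1 correlated negatively with Gata3, Icos and Mki67 among other markers of activation, and draws positive ties among these markers. Of the 12 genes of Fig. 4F, 8 were higher here, and Gata3, Icos (-1.16) and Mki67 (-0.73) were lower. By flow cytometry the paper reports more protein of Gata3 and of Mki67 in Vsir-/- aILC2s, which is another measure. It draws Klrg1 among genes of activation that were higher, where 11 of 12 were; Klrg1 was lower (-0.98). It states that genes of OXPHOS, the TCA cycle and fatty acid oxidation were higher. Of the 42 genes of Fig. 6A, 28 were higher and 1 was lower, but of all 77 nuclear OXPHOS subunits 6 were higher and 3 lower, of 24 TCA cycle genes 5 and 2, and of 37 fatty acid oxidation genes 5 and 9. Of 44 respiratory chain assembly factors 12 were higher and 3 lower (camera, adjusted p = 0.0449, and 0.729 with an estimated correlation). The paper's statement rests on a pathway analysis, which was not repeated here. It also reports more mitochondrial respiration, membrane potential, mitochondrial mass and fatty acid uptake in Vsir-/- aILC2s, which are other measures.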

Other observations

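The tests of splits and the choice of examples below came after the results were seen; the lists and the window around Vsir were planned.

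Of 14 immune checkpoint genes tested, 5 were higher and 6 lower in Vsir-/- aILC2s, also when adjusted over the list alone. Cd274, which encodes PD-L1, rose from 9.95 ± 2.14 to 39.7 ± 4.43 CPM (SD, n = 3) and Tigit from 3.09 ± 0.431 to 13.8 ± 4.08 CPM, and Pdcd1lg2 (1.62 on the log2 scale), Ctla4 (2.00) and Havcr2 (0.85) rose as well. The ectoenzymes that make adenosine fell, Entpd1 by 2.19 and Nt5e by 1.12 on the log2 scale, and Pdcd1, which encodes PD-1, was at 209 ± 21.2 and 221 ± 16.0 CPM without passing the test. The median was -0.07, the mean 0.11 and camera ran upward (adjusted p = 0.512).

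Of 18 genes of ATF4 and amino acid supply, 7 were higher and 2 lower, also when adjusted over the list alone (camera, adjusted p = 0.147). Nupr1, a stress-induced regulator of transcription, rose from 48.3 ± 6.03 to 265 ± 48.2 CPM, and Slc3a2 (-0.56) and Pck2 (-0.32) fell. Of 19 genes of the unfolded protein response, 3 were higher and 5 lower (4 and 5 when adjusted over the list alone; camera, adjusted p = 0.900). Hspa5, the chaperone BiP, rose from 1531 ± 80.3 to 1998 ± 127 CPM, as did Dnajb9 (0.52) and Calr (0.33), while Xbp1, a transcription factor of the response, fell from 644 ± 22.5 to 403 ± 33.9 CPM with Edem1 (-0.45), Pdia3 (-0.34), Sdf2l1 (-0.34) and Hsp90b1 (-0.22). Ctla4, Havcr2, Nt5e, Pck2, Dnajb9, Calr, Sdf2l1 and Hsp90b1 were named after their values were seen. The RNA of Bcl2 was lower, where the paper reports more BCL2 protein, which is another measure.

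Of 5 mast cell and basophil markers, Hdc (2.46), Mcpt8 (from 0.812 ± 0.215 to 4.31 ± 1.42 CPM) and Kit (0.56, named after its value was seen) were higher, Cyp11a1, which ILC2s express at 2650.2 ± 195 CPM in WT, was lower (-0.57), and Cpa3 had 75 counts in the WT and 1 in the Vsir-/- libraries (median 0.56, mean -0.13; camera, adjusted p = 0.881). Of 7 macrophage markers, Plet1 was higher (1.07) and Cd68 lower (-1.26) (median 0.13, mean 0.11; camera, downward, adjusted p = 0.918). Of 3 B cell markers, Igkc was higher (2 when adjusted over the list alone; camera, adjusted p = 0.512), and without Vsir-/- replicate 3 the B cell markers were called (adjusted p = 5.62e-06 from camera). Ighm stood at 21.1 and 21.0 CPM in Vsir-/- replicates 1 and 2 and at 1.18 in replicate 3, against 4.45 ± 0.275 in WT, and Igkc at 8.99, 10.3 and 1.31 CPM. Of 3 endothelial markers, Pecam1 was higher (0.40; 2 when adjusted over the list alone; camera, adjusted p = 0.512).

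Lists with fewer than 3 tested members were not tested as lists. Mmp8 of neutrophils (0.78) and Ccr3 (0.11) and Alox15 (-0.63) of eosinophils did not pass the test. Of NK cells and ILC1s, Prf1 (-0.04) did not pass and Gzma fell; Gsn of fibroblasts (-0.57) and Hba-a1 of erythroid cells (-1.64) were lower. No platelet marker and no Y-linked gene was tested, and Xist was at 124 ± 12.0 and 118 ± 22.1 CPM (-0.07). Of the 35 genes of Supplemental Table 1 other than Vsir, 2 were tested: Mylk had 8 counts in WT and 103 in Vsir-/- libraries, and Mcf2l was lower (-1.11), a call lost when some single libraries were left out (adjusted p = 0.0535 from edgeR without WT replicate 1, 0.0887 without WT replicate 3, 0.0645 without Vsir-/- replicate 1 and 0.0825 without Vsir-/- replicate 3).

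Of 82 tested genes within 10 Mb of Vsir, 27 (32.9%) changed, against 39.7% of the others (two-sided Fisher's exact test, odds ratio 0.747, p = 0.257). Within 5 Mb it was 18 of 59 (odds ratio 0.668, p = 0.182 from the same exact test), and within 20 Mb 80 of 218 (odds ratio 0.881, p = 0.402).

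The 6 libraries can be split in 10 ways into 3 and 3, which is too few for a share under 0.05. The genotypes made the 1 split with the highest value for each count. They gave 5124 genes changed, 2484 higher and 2640 lower, and 68 genes of the figures, where the highest of the other splits gave 0 at an adjusted p under 0.05 from edgeR. At an unadjusted p under 0.05 they gave 6221 genes, and the others 56 to 959. DESeq2 called 5109 genes against at most 35 in the others. Limma voom with sample quality weights called 5841, between 2587 and 3581 in 3 of the others and 0 in 6. The split by genotype gave 16 lists called by camera at the preset correlation, and the others gave 7 to 12. Each of those splits sets 2 libraries of 1 genotype and 1 of the other against the reverse, so the genotypes still differ within them. That difference adds to the spread within each group. Few calls per gene were thus likely in advance, and the 0 calls are no support for those by genotype. The study also chose the genes of the figures on the split by genotype. The cause of the calls of voom and of camera in the other splits was not tested.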
